# Long-Term Soy Protein Isolate Consumption Reduces Liver Steatosis Through Changes in Global Transcriptomics in Obese Zucker Rats

**DOI:** 10.3389/fnut.2020.607970

**Published:** 2020-12-11

**Authors:** Melisa Kozaczek, Walter Bottje, Byungwhi Kong, Sami Dridi, Diyana Albataineh, Kentu Lassiter, Reza Hakkak

**Keywords:** liver steatosis, zucker rat, soy protein isolate, liver transcriptomics, RNAseq, obesity

## Abstract

To determine how soy protein isolate (SPI) ameliorated liver steatosis in male obese Zucker rats, we conducted global transcriptomic expression (RNAseq) analysis on liver samples of male rats fed either the SPI or a control casein (CAS)-based diet (n = 8 per group) for 16 weeks. Liver transcriptomics were analyzed using an Ilumina HiSeq system with 2 × 100 base pair paired-end reads method. Bioinformatics was conducted using Ingenuity Pathway Analysis (IPA) software (Qiagen, CA) with *P* < 0.05 and 1.3-fold differential expression cutoff values. Regression analysis between RNAseq data and targeted mRNA expression analysis of 12 top differentially expressed genes (from the IPA program) using quantitative PCR (qPCR) revealed a significant regression analysis (*r*^2^ = 0.69, *P* = 0.0008). In addition, all qPCR values had qualitatively similar direction of up- or down-regulation compared to the RNAseq transcriptomic data. Diseases and function analyses that were based on differentially expressed target molecules in the dataset predicted that lipid metabolism would be enhanced whereas inflammation was predicted to be inhibited in SPI-fed compared to CAS-fed rats at 16 weeks. Combining upstream regulator and regulator effects functions in IPA facilitates the prediction of upstream regulators (e.g., transcription regulators) that could play important roles in attenuating or promoting liver steatosis due to SPI or CAS diets. Upstream regulators that were predicted to be activated (from expression of down-stream targets) linked to increased conversion of lipid and transport of lipid in SPI-fed rats included hepatocyte nuclear factor 4 alpha (HNF4A) and aryl hydrocarbon receptor (AHR). Upstream regulators that were predicted to be activated in CAS-fed rats linked to activation of phagocytosis and neutrophil chemotaxis included colony stimulating factor 2 and tumor necrosis factor. The results provide clear indication that long-term SPI-fed rats exhibited diminished inflammatory response and increased lipid transport in liver compared to CAS-fed rats that likely would contribute to reduced liver steatosis in this obese Zucker rat model.

## Introduction

Excess fat accumulation in the liver, liver steatosis, a condition strongly linked to obesity, can be divided in two major categories: Alcoholic Fatty Liver Disease and Non-Alcoholic Fatty Liver Disease (NAFLD). Alcoholic liver disease occurs due to alcohol abuse over extended period of time (1), whereas NAFLD is described as an abnormal amount of lipid present in liver cells that is not due to alcohol intake (2). In the last decade, NAFLD has gained more attention due to its high connection with other disorders, such as an increase in the lipids in the circulation, excess body weight, insulin resistance, and inflammation, diabetes type II, and vascular disorders (2, 3) that when present at the same time contribute to a larger disorder called Metabolic Syndrome. Metabolic syndrome has its origin in obesity with hereditary components and sedentary behavior (4).

If left untreated, the mild steatosis in NAFLD can lead to non-alcoholic steatohepatitis (NASH), and finally to irreversible damage to the liver due to cirrhosis. The development of NAFLD occurs in two stages; (Stage 1) Insulin resistance develops that is accompanied by lipid (triglyceride) accumulation in the liver, and (Stage 2) Mitochondrial dysfunction that stimulates mitochondrial reactive oxygen species production leading to oxidative stress, inflammation, and hepatic fibrosis (5, 6). A revision of the progression of pathogenesis has been proposed in which NAFLD is diagnosed in patients with elevated levels of circulating liver enzymes and by imaging devoid of other causes of liver disease. However, a definitive diagnosis can only be made by liver biopsy (7, 8). NAFLD is likely the most common form of chronic liver disease in adults in the US, Asia, Australia, and Europe that affects 10–35% of the worldwide population (9) and there is concern of NAFLD as a significant form of liver disease in pediatric populations (10, 11).

Feeding soy protein isolate (SPI) specifically targeted and halted the development of liver steatosis in obese Zucker rats (males and females) compared to ones fed a casein (CAS)-based diet (12). However, the precise mechanisms that lead to SPI-mediated attenuating liver steatosis is not completely understood. To better understand fundamental mechanisms by which SPI attenuated NAFLD, we conducted global transcriptomic (RNAseq) analysis on liver tissue obtained from obese rats fed the SPI- and CAS-based diets for 8 weeks (13). The results of this study indicated gene expression that would promote anti-inflammatory activities in SPI-fed rats and inflammatory activities in CAS-fed rats, which is consistent with the observation of reduced liver steatosis in SPI-fed rats (12). In the present study, we report on global expression analysis of liver obtained after long-term soy feeding (16 weeks of feeding CAS- and SPI-based diets) to obese rats to intensify efforts to reveal basic mechanisms of liver steatosis development and amelioration of liver steatosis afforded to obese rats consuming the SPI-based diet.

## Materials and Methods

### Experimental Design

Animal protocols were approved by the Institutional Animal Care and Use Committee at the University of Arkansas for Medical Sciences (Protocol code number 3242; approved on 12/6/2011). Liver samples were obtained from male obese Zucker rats from a previous study (12). Rats (6 weeks old) were purchased from Harlan Laboratories (Indianapolis, IN) and following 1 week of acclimation, rats (*n* = 8–9 rats) were randomly assigned to a casein (CAS) based or a soy protein isolate (SPI) based diet. Both diets (CAS and SPI) were prepared by Harlan Teklad, Madison, WI, USA) with dietary protein, either casein (CAS, control) or soy protein isolate (SPI) with high isoflavones [3.24 mg total isoflavones/g protein (1.88 aglycone equivalents/g protein), Lot no. M330024462; Solae LLC, St. Louis, MO, USA]. The compositions of the two diets are described in Hakkak et al., 2011 (14). The rats were kept in individual cages and provided the CAS or SPI diet *ad libitum* for 16 weeks. After the rats were humanely killed, liver samples were obtained and flash frozen in liquid nitrogen and stored at −80°C.

### Transcriptomic Analysis

A phenol-chloroform solution was used to extract RNA from liver samples. A 1% agarose gel was used to determine RNA quality and concentrations were assessed with Take three micro volume plate with a Synergy HT multi-mode microplate reader (BioTek, Winooski, VT). RNA sequencing (RNAseq) of RNA samples was conducted using an Illumina HiSeq 100 base paired end read at the Research Support Facility (Michigan State University, East Lansing, MI). The CLC Genomics Workbench 8 software that incorporates the pipeline was used to map the base pair reads to *Rattus* genome assembly (version 4) (15). The read per million (RPM) of raw read data was transformed using log2 to stabilize the variance and by quantile normalization. 

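Livers of 8 SPI-fed and 8 CAS-fed male obese Zucker rats, all fed for 16 weeks, differed in the level of many transcripts. The libraries, 1 per rat, are numbered CAS 1 to CAS 8 and SPI 1 to SPI 8. Of 8004 genes tested on quantile-normalized log2 values, 478 were higher and 540 were lower in SPI-fed rats at an unadjusted p under 0.05 and a fold above 1.3. At an adjusted p under 0.05 from limma, 158 genes were higher and 232 were lower. Among the genes with the largest differences, RGD1307603, listed under the symbol Gstp3 of the glutathione S-transferase family in the reference table, had a log2 fold change of 3.32 (standard error 0.59, adjusted p = 0.00253 from limma). Cyp3a9, a cytochrome P450 of the 3A family, had a log2 fold change of 2.23 (standard error 0.38, adjusted p = 0.00321 from limma), and its normalized count was 141 ± 109.8 (SD, n = 8) in CAS-fed rats and 523 ± 130.1 (SD, n = 8) in SPI-fed rats. Another P450, Cyp2c24, was lower, with a log2 fold change of -4.84 (standard error 0.80, adjusted p = 0.00249 from limma), as was the glutathione S-transferase gene Gstm3.1, at -3.60 (standard error 0.54, adjusted p = 0.00168 from limma). These enzymes belong to families of similar genes that may share reads. Other genes with large falls were Parm1, a membrane mucin, with a log2 fold change of -5.09 (standard error 0.65, adjusted p = 0.000311 from limma), the matrix-degrading metalloproteinases Adamts5 at -2.57 (adjusted p = 0.0175) and Mmp27 at -1.87 (adjusted p = 0.00580), and periplakin (Ppl), a protein of cell junctions, at -1.88 (adjusted p = 0.00388). Loci known only by number were also among the genes with large differences, such as LOC102555518 at 1.58 (adjusted p = 0.00178) and LOC100361492 at -5.14 (adjusted p = 0.000265). Other such loci had larger rises than LOC102555518. Of these, LOC259244 and LOC108348077 each lost the call in 13 of the 16 fits that left out 1 library. In 28 genes every SPI-fed rat lay above every CAS-fed rat, and in 44 genes every SPI-fed rat lay below, where chance gives 0.00777% of genes in each direction. The adjusted p of Cyp3a9 was 0.0604, that of Mmp27 0.0942 and that of Ppl 0.0581 without the libraries numbered 2 and 8. The adjusted counts were 97 higher and 149 lower with the replicate number as a block, 47 and 69 without the libraries numbered 2 and 8, and 310 and 364 with DESeq2, and they ranged from 99 (without CAS 5) to 203 (without CAS 4) higher and from 132 (without CAS 2) to 288 (without CAS 4) lower when single libraries were left out. The genes called higher were also fewer by more than 1.5 times without CAS 2 (100), CAS 3 (100) or SPI 6 (102), and the genes called lower without CAS 1 (150), CAS 3 (139), CAS 5 (147) or SPI 3 (152). Of the genes called, 40.5% were higher in SPI-fed rats, against 55.2% (256 higher and 208 lower) with upper-quartile scaling in place of quantile normalization.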

Over 1,200 transcripts were differentially expressed (>1.3-fold difference and *P* < 0.05). Ingenuity Pathway Analysis (IPA) commercial software (Qiagen, CA) was for interpretation of the dataset. All RNAseq data are available in GEO (accession number GSE158553).

### Real Time Quantitative PCR (RT-qPCR)

Targeted gene expression was conducted using RT-qPCR to validate transcriptomic results. Briefly, RNA was extracted from samples using Trizol reagent (#15596018, Life Technologies) following the manufacture's recommendations, treated with DNAase, and reverse transcribed with qScript cDNA SuperMix (catalog #95048-100, Quanta Biosciences). Next, the cDNA (RT products) were amplified by RT-qPCR (Applied Biosystems 7,500 Real-Time PCR system) using the Power SYBR green Master Mix (catalog #4312074, Life Technologies). Primers including the 18S ribosomal housekeeping gene are shown in Table 1. Cycling conditions for the RT-qPCR were: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of a two-step amplification program with 95°C for 15 s and 58°C for 1 min. To exclude contamination with non-specific PCR products, we incorporated melting curve analysis by applying the dissociation protocol from the Sequence Detection system. The 2^−ΔΔCt^ method was used to establish the relative expressions of target genes in this study (16). Relative mRNA expression was obtained by normalizing CAS expression values to 1.0 for comparison with the SPI group.

**Table 1:** Oligonucleotide PCR primers based on the *Rattus norvegicus* genome.

**Gene**	**Accession No**.	**Primer sequence**	**Orientation**	**Product size (bp)**
NPTX2	NM_001034199.1	TCCGGGCACAAGAGATCATC	Forward	59
		GATGTTTCCAGGCATGTTCGT	Reverse	
Resp18	NM_019278.1	GCAGCGACATAAATGCCCAC	Forward	136
		CAGAACATGCCTTGGGGTACA	Reverse	
RGN	NM_031546.1	AGCGAGTTGGTGTAGATGCC	Forward	83
		GAACTTGGTTCCAATGGTGGC	Reverse	
SULT2A1	NM_131903.1	GAGCTGGATTTGGTCCTCAAGT	Forward	134
		CAGTCCCCAATAGTGCCTTTCC	Reverse	
PRSS32	NM_001106983.1	CACAAATCAACCGCTCCCAC	Forward	127
		TTCGAGAATGACCTGCTCCG	Reverse	
AMDHD1	NM_001191781.1	GTGGGCACTGATGGGCTTAT	Forward	123
		CACCAAACCTGGCAAGATGC	Reverse	
IL33	NM_001014166.1	CAGAATCTTGTGCCCTGAGC	Forward	124
		CGGAGTAGCACCTTATCTTTTTCT	Reverse	
Cidea	NM_001170467.1	AGGCCTTGTTAAGGAGTCTGC	Forward	84
		CATAAGCGCCCGCATAAACC	Reverse	
PRSS8	NM_138836.1	CCTACAATGGCGTCCACGTT	Forward	59
		TGACACCACCCATTGATTTGA	Reverse	
Gnai1	NM_013145.1	TGCAAGCCTGCTTCAACAGA	Forward	70
		AAGTCATTCAGGTAGTACGCCG	Reverse	
HIVEP2	NM_024137.1	TACACTCTGGCTGCTATGCAC	Forward	93
		GGGTGCATCAGGTTTCATCTGT	Reverse	
Magee1	NM_001079891.1	CCCACCTGGAGTGCATCTTT	Forward	134
		GCCCATCTTTGGCCCATTTG	Reverse	
Sdr16c6	NM_001109356.1	GCCATCTCTCACTTCTGGATTTG	Forward	101
		CCAACGACTCCTGCTATGCT	Reverse	
18S	NR_046237.1	AGTCCCTGCCCTTTGTACACA	Forward	60
		GCCTCACTAAACCATCCAATCG	Reverse	

### Statistical Evaluation

The analysis of qPCR data and regression analysis between qPCR and transcriptomic data (RNAseq) was assessed by Student's *t*-test with Graph Pad Prism version 6.00 for Windows (La Jolla, CA, USA) and differences were considered significant at *P* < 0.05.

Upstream regulator analysis by Ingenuity Pathway Analysis (IPA, Qiagen, CA) is based on a combination of; (a) the number and degree of differential expression of downstream target molecules in the existing dataset, and (b) on expected effects between transcriptional regulators and their target genes from published literature citations that have been curated and stored in the IPA program. Upstream regulator analysis determines the number of known targets or regulators within the user's dataset and compares each differentially expressed molecule to the reported relationship in the literature. If the observed expression is mostly consistent with either activation or inhibition of the transcriptional regulator a prediction is made and an activation z score is generated that is also based on literature-derived regulation direction (i.e., “activating” or “inhibiting”). Activation z scores >2.0 indicate that a molecule is activated whereas activation z scores of <-2.0 indicate that a target molecule is inhibited. The *p*-value of overlap, which determines if there is a statistically significant overlap between the dataset molecules and those regulated by an upstream regulator, is calculated using Fisher's Exact Test and the significance is attributed to *p*-values < 0.05.

## Results

### Top Differentially Expressed Genes: RT-qPCR and RNAseq Data

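Liver RNA was sequenced from male obese Zucker rats, a strain that becomes obese and develops a fatty liver, after 16 weeks on a casein (CAS) or soy protein isolate (SPI) diet. One library was made per rat, 8 per diet, as the sample labels give them. The 16 livers were arranged mainly by diet. The first principal component held 19.1% of the variance and the second 10.1%, and on the first component the SPI livers lay between 10.4 and 26.7. CAS 1, 2, 3, 5 and 8 lay between -41.3 and -26.1, while CAS 4, CAS 6 and CAS 7 lay between the diets at 2.73, 1.18 and 1.19. The authors deposited gene counts divided by 1 size factor per library, in the form that DESeq2 gives, for 9645 genes listed by symbol and without coordinates. The paper's methods name CLC Genomics Workbench 8, version 4 of the rat genome assembly, RPM, log2 and quantile normalization, whereas the submitters' processing notes name DESeq2, FastQC and the genome build Rnor_6.0. The paper gives 100 base paired-end reads, whereas the design text of the series gives 50 base single-end reads. Because each library's values are whole multiples of 1 step (100% of values within a tolerance of 0.05), whole reads could be recovered. They came to 17602306 to 21632979 reads per library on the CAS diet (median 19270847.5) and 14901365 to 21517766 on the SPI diet (median 18125061). The values used here were the log2(value + 1) of the deposited values, then quantile-normalized, for the 8004 genes with a value of at least 10 in at least 8 of the 16 libraries, tested with limma and the Benjamini-Hochberg adjustment. Fold changes are differences of mean log2 values on that scale. The added 1 makes the change of low genes smaller, but such a fold can still exceed the ratio of the mean counts, as in Sult2a1. Quantile normalization gives the most abundant transcripts nearly equal values in each library. The median log2 fold change of the 100 most abundant genes was -0.02 after it and 0.18 on the deposited scale, so secreted liver proteins such as apolipoproteins are given on both scales where this changes a call. In simulated data with the spread of these libraries, 23 of 67 genes changed by 1.5-fold, 47 of 67 changed by 2-fold and 65 of 66 changed by 4-fold were called.

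**Figure D1:**
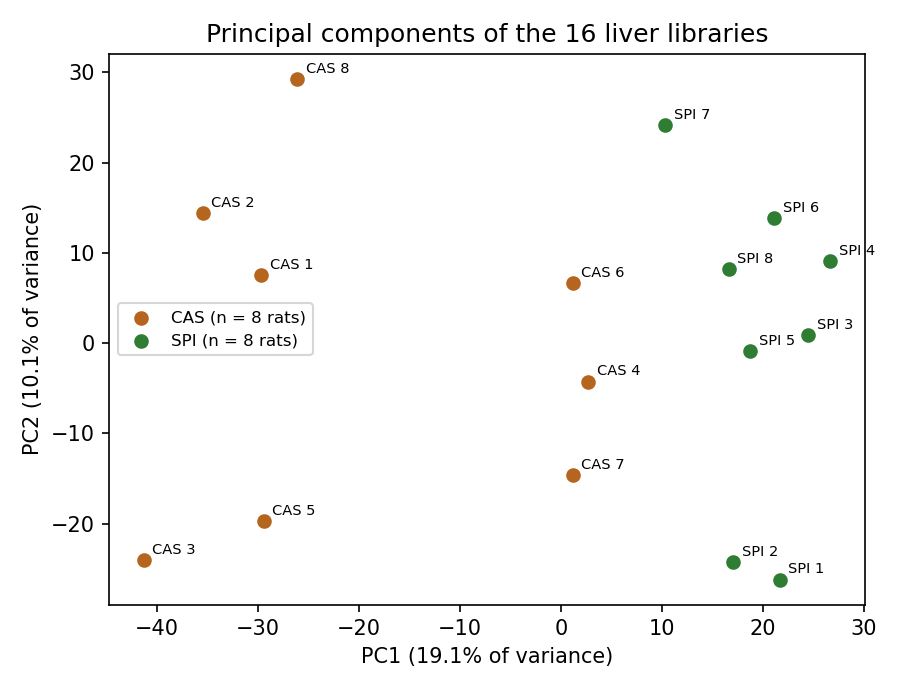
Each point is 1 liver library on the first (horizontal axis, 19.1% of the variance) and second (vertical axis, 10.1%) principal component of the quantile-normalized log2 values, coloured by diet (8 rats each). The SPI libraries lie at 10.4 or more on the first component, and CAS 4, CAS 6 and CAS 7 lie at 2.73, 1.18 and 1.19, apart from the other CAS libraries at -26.1 or less.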

Targeted gene expression was conducted by RT-qPCR on 12 of the most differentially expressed genes informed by the IPA program in the RNAseq dataset included NPTX2, PRSS32, Resp18, RGN, SULT2A1, AMDHD1 that were up-regulated, and Gnai, PRSS8. Cidea, MAGEE1, Sdr16c6 and HIVEP2 that were down-regulated in the SPI-fed compared to CAS-fed rats. 

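The 12 genes taken to RT-PCR all differed between diets, 6 higher and 6 lower in SPI-fed rats at an adjusted p under 0.05, both over all genes and adjusted over the list alone. The paper chose these genes for their large differences in the same livers, so the count is not independent evidence of a difference or of its direction. Genes that pass over all genes also have to pass over a list made up of them alone, so the second count adds nothing. Nptx2, a secreted pentraxin known from neurons, had a normalized count of 34.9 ± 24.4 (SD, n = 8) in CAS-fed rats and 229 ± 95.5 (SD, n = 8) in SPI-fed rats, a log2 fold change of 2.88 (standard error 0.36, adjusted p = 0.000265 from limma), and every SPI-fed rat lay above every CAS-fed rat. Sult2a1, a sulfotransferase that acts on steroids and bile acids, had a normalized count of 17.0 ± 19.1 (SD, n = 8) in CAS-fed rats and 121 ± 57.4 (SD, n = 8) in SPI-fed rats, a log2 fold change of 3.52 (standard error 0.62, adjusted p = 0.00298 from limma). It belongs to a multigene family whose members may share reads. Regucalcin (Rgn), a calcium-binding protein of hepatocytes, was the most abundant of the 12, at 5087 ± 1853 (SD, n = 8) in CAS-fed rats and 12413 ± 1833 (SD, n = 8) in SPI-fed rats, with a log2 fold change of 1.22 (standard error 0.20, adjusted p = 0.00185 from limma). Resp18 had a log2 fold change of 1.34 (adjusted p = 0.000265), Prss32 of 1.64 (adjusted p = 0.00359) and Amdhd1, an enzyme of histidine breakdown, of 1.45 (adjusted p = 0.0120). Prss8, a membrane-anchored serine protease, showed the largest fall, from 391 ± 273 (SD, n = 8) in CAS-fed to 14.4 ± 9.61 (SD, n = 8) in SPI-fed rats, with a log2 fold change of -4.58 (standard error 0.69, adjusted p = 0.00168 from limma). The G protein subunit Gnai1 was at -2.18 (adjusted p = 0.000285) and Cidea, a lipid droplet protein, at -1.73 (adjusted p = 0.00249), and in both every SPI-fed rat lay below every CAS-fed rat. Sdr16c6 was at -1.86 (adjusted p = 0.00359), Hivep2 at -1.74 (adjusted p = 0.00216) and Magee1 at -1.72 (adjusted p = 0.00270). Without the libraries numbered 2 and 8 the adjusted p was 0.0617 for Amdhd1 and 0.0510 for Cidea.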

Fold differences in mRNA expression by RNAseq and RT-PCR for these up- and down-regulated genes in the SPI-fed compared to CAS-fed rats are presented in Table 2. Regression analysis of mean values shown in Figure 1 indicate that there was a significant correlation (*r*^2^ = 0.69, *P* = 0.0008) between targeted PCR and RNAseq gene expression. 

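Each of the 12 genes of Table 2 had the direction of change in the RNAseq values that the paper gives for it. Across these genes, the signed RNAseq folds computed here and the paper's RT-PCR folds had a Pearson's r of 0.900 (r2 of 0.810, permutation p = 1e-05, the smallest that 100000 resamples can give, and adjusted p = 2e-05 over the 2 relations of this family) and a Spearman's rho of 0.937 (permutation p = 4e-05, adjusted p = 4e-05). Without Prss8 and Sult2a1, the genes farthest from the median RT-PCR fold, r was 0.877 (permutation p = 0.00105). On log2 folds r was 0.916. The genes were picked in both directions, and this alone raises r: with the RNAseq folds shuffled within each direction the median r was 0.535. The share of these shuffles that reached the r of 0.900 was 0.00347. Within the 6 genes higher in SPI-fed rats r was 0.864 (exact permutation p = 0.0111), and within the 6 lower genes it was 0.795 (exact permutation p = 0.0847). The paper's own RNAseq folds gave 0.372 within the higher genes (exact permutation p = 0.686) and 0.386 within the lower ones (exact permutation p = 0.490). These are correlations across genes, which are not independent replicates.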

A more detailed discussion on these targeted genes and their probable involvement in the development and progression of NAFLD is provided in Kozaczek (17).

**Table 2:** Comparison of mean mRNA expression (fold difference) in liver of obese rats fed soy protein isolate (SPI) or casein (CAS) diets for 16 weeks obtained by RNAseq and RT-PCR^a^.

**Gene symbol**	**Gene name**	**RNAseq (Fold diff)**	**PCR (Fold diff)**
NPTX2	Neuronal pentraxin 2	3.80	7.01
PRSS32	Protease, Serine 32	2.28	1.50
Resp18	Regulated Endocrine Specific Protein 18	2.22	1.00
RGN	Regucalcin	2.22	1.29
SULT2A1	Sulfotransferase Family 2A Member 1	2.07	7.98
AMDHD1	Amidohydrolase Domain Containing 1	2.04	4.94
Gnai	G Protein Subunit Alpha I1	−3.24	−2.79
PRSS8	Protease, Serine 8	−3.09	−10.81
Cidea	Cell Death Inducing DFFA Like Effector A	−2.65	−7.68
MAGEE1	MAGE Family Member E1	−2.60	−1.03
Sdr16c6	Short Chain Dehydrogenase/Reductase Family 16C Member 6	−2.55	−3.10
HIVEP2	Human Immunodeficiency Virus Type I Enhancer Binding Protein 2	−2.46	−2.65

*These mean values were used in correlation analysis (see Figure 1)*.

a *Values represent mean of n = 8. Positive and negative values indicate up- and down-regulation of gene expression, respectively, in livers of obese rats fed soy protein isolate-based vs. casein-based diets*.

**Figure 1:**
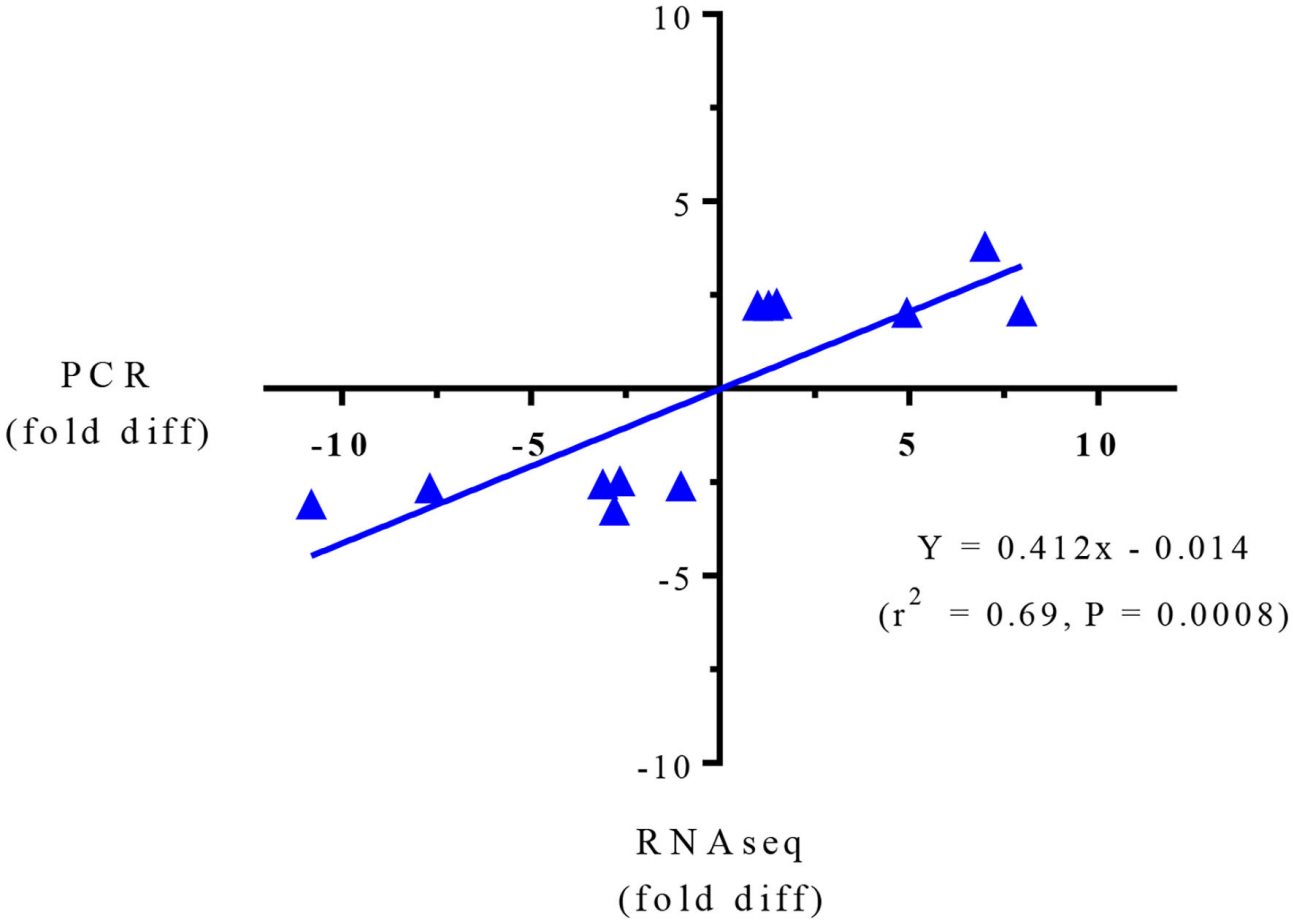
Regression analysis of RNAseq and PCR for targeted gene expression shown in Table 2.

### Upstream Regulators

Upstream regulator predictions in the RNAseq data provide insight into potential mechanisms in this study by which SPI feeding ameliorates liver steatosis in NAFLD. A partial list of upstream regulators predicted to be activated or inhibited in SPI-fed rats vs. CAS-fed obese rats after 16 weeks of feeding is presented in Table 3. The top upstream regulators predicted to be inhibited in SPI-fed rats include tumor necrosis factor (TNF), interferon gamma (IFNG), colony stimulating factor 2 (CSF2), resistin-like beta (RETNLB) and TNF receptor 1 beta (TNFRSF1B) (Table 3A). 

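The lists of TNF and NF-kB targets, of the interferon response and of chemokines and cytokines did not pass limma's fry test for movement on balance one way. They are not the target sets that the paper's network program scored. By fry's mixed p, which counts changes in either direction, the adjusted p was 0.0755 for TNF and NF-kB targets. It was 0.00651 for the interferon response and 4.22e-06 for chemokines and cytokines. Of the regulators themselves, only the TNF receptor Tnfrsf1b was among the genes tested. Its normalized count was 283 ± 84.9 (SD, n = 8) in CAS-fed rats and 241 ± 33.1 (SD, n = 8) in SPI-fed rats, with a log2 fold change of -0.18 (standard error 0.15, adjusted p = 0.553 from limma). Tnf, Ifng, Csf2 and Retnlb were not analysed here. Of 10 TNF and NF-kB targets 1 was lower, none was higher and 9 did not pass the test (1 higher and 2 lower when adjusted over the list alone). The lower one was the leukocyte adhesion molecule Icam1, at -0.48 (adjusted p = 0.0270), while the chemokine Cxcl1 was at -1.33 (adjusted p = 0.102) and another adhesion molecule, Vcam1, at 0.48 (adjusted p = 0.0887). As a list they had a median log2 fold change of -0.14 (adjusted p = 0.144 from limma's fry test). Of 18 genes of the interferon response 2 were lower and 16 did not pass the test (1 higher and 3 lower when adjusted over the list alone). Tap1, which carries peptides to MHC class I, was at -0.54 (adjusted p = 0.0299) and the guanylate-binding protein Gbp5 at -1.79 (adjusted p = 0.0472), and Oas1b, another gene of this response, was at 1.13 (adjusted p = 0.0558). The median over this list was -0.13 (adjusted p = 0.509 from limma's fry test). Among 15 chemokines and cytokines, Cxcl16 was lower, at -1.25 (adjusted p = 0.0493), Il33, a cytokine released by damaged cells, was higher, at 1.54 (standard error 0.23, adjusted p = 0.000537 from limma), and 13 did not pass the test (1 higher and 3 lower when adjusted over the list alone). This list had a median of -0.02 (adjusted p = 0.876 from limma's fry test). Apart from that of Il33, the calls ended when single libraries were left out. With each library left out in turn the adjusted p from limma was 0.00160 to 0.0626 (above 0.05 with any library left out except CAS 4, CAS 6, CAS 7, SPI 1, SPI 2, SPI 5 or SPI 7) for Icam1, 0.0172 to 0.0670 (above 0.05 without CAS 2, CAS 3, CAS 5, SPI 2, SPI 3, SPI 5 or SPI 8) for Tap1, 0.00711 to 0.0950 (above 0.05 with any library left out except CAS 4, CAS 6 or CAS 7) for Gbp5 and 0.0212 to 0.102 (above 0.05 with any library left out except CAS 4, CAS 6, CAS 7 or SPI 6) for Cxcl16. With the replicate number as a block the adjusted p of Tap1 was 0.119 and that of Cxcl16 was 0.120, and without the libraries numbered 2 and 8 it was 0.198 for Icam1, 0.217 for Tap1, 0.241 for Gbp5 and 0.320 for Cxcl16.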

Top upstream regulator genes predicted to be activated in SPI-fed rats include Acyl-CoA (ACOX1), hepatocyte nuclear factor 4 alpha (HNF4A), insulin induced gene 1 (INSIG1), hepatocyte nuclear factor 1 alpha (HNF1A), immunoglobulin G (IgG), and Aryl hydrocarbon receptor (AHR). 

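The targets of the predicted regulators differed by regulator. Of the regulators themselves, Insig1, which holds back cholesterol synthesis, did not pass the test, with a log2 fold change of -0.17 (standard error 0.21, adjusted p = 0.715 from limma). Hnf4a and Ahr were not analysed here. Of 3 AHR targets tested, Cyp1a2, the classical target of this receptor in liver, was higher in SPI-fed rats. Its normalized count was 2055 ± 617 (SD, n = 8) in CAS-fed rats and 4710 ± 1042 (SD, n = 8) in SPI-fed rats, with a log2 fold change of 1.15 (standard error 0.18, adjusted p = 0.00138 from limma), and every SPI-fed rat lay above every CAS-fed rat. Nqo1, a quinone reductase, was at 0.67 (adjusted p = 0.0969) and Tiparp at -0.07 (adjusted p = 0.786). The list passed the test, with a median log2 fold change of 0.67 (adjusted p = 0.0105 from limma's fry test). When adjusted over the list alone, 2 of its members were higher. Camera, a limma test that compares a list with the other genes, gave an adjusted p of 0.361 with an estimated correlation. Without the libraries numbered 2 and 8 the list's adjusted p from fry was 0.0815. None of 12 hepatocyte transcription factors passed the test in either direction, over all genes or adjusted over the list alone. The members with the smallest p were Foxa3 at -0.35 (adjusted p = 0.166) and Nr1i2 at 0.32 (adjusted p = 0.369), and the list's median was 0.06 (adjusted p = 0.994 from limma's fry test). Likewise none of 16 genes of cholesterol synthesis passed the test, over all genes or over the list alone. They included Tm7sf2, a sterol reductase, at 0.46 (adjusted p = 0.105) and the regulator Srebf2 at -0.99 (adjusted p = 0.194), with a median of -0.15 (adjusted p = 0.590 from limma's fry test).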

There were 32 genes predicted to be inhibited in SPI-fed rats and 15 genes that were predicted to be activated in the SPI-fed rats (17). Each upstream regulator prediction point toward fundamental mechanisms that are involved in attenuation of liver steatosis provided by feeding the SPI to the obese rats for a 16 week period.

**Table 3:** A partial list of upstream regulators that were predicted to be inhibited (A) or activated (B) in liver of rats provided a diet with soy protein isolate (SPI) compared to those consuming a Casein-based diet for 16 weeks.

**Upstream regulator**	**Name**	**Molecule type**	**Activation *z*-score**
**A**			
TNF	Tumor necrosis factor	Cytokine	−3.37
IFNG	Interferon Gamma	Cytokine	−3.30
CSF2	Colony Stimulating Factor 2	Cytokine	−2.29
RETNLB	Restin like beta	Other	−2.14
TNFRSF1B	Tumor necrosis factor receptor 1 beta	transmembrane receptor	−2.00
**B**			
ACOX1	Acyl-CoA oxidase 1	Enzyme	4.04
HNF4A	Hepatocyte nuclear factor 4 alpha	transcription regulator	3.44
INSIG1	Insulin induced gene 1	Other	2.71
HNF1A	Hepatocyte nuclear factor 1 homeobox A	transcription regulator	2.55
IgG	Immunoglobulin G	Complex	2.17
AHR	Aryl hydrocarbon receptor	ligand-dependent nuclear receptor	2.15

*Predicted inhibition (blue); Predicted activition (orange)*.

A heat map of the RNAseq data generated by IPA software is presented in Figure 2. Blue represents diseases and functions that were predicted to be inhibited whereas orange represents those predicted to be activated in the SPI-fed vs. CAS-fed rats. The darker the color the stronger to prediction based on activation Z-scores calculated by the IPA program. Specific functions predicted to be activated or inhibited in the dataset (with activation Z-scores of < −2.0 or >2.0, respectively) within two broad diseases and functions classification (lipid metabolism and inflammatory response) are presented in Figure 3. Each of the specific processes listed with lipid metabolism are predicted to be enhanced in the SPI-fed rats whereas each of the processes listed under inflammatory response were predicted to be inhibited in the SPI-fed rats. 

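Of the lists of lipid genes, those of bile acid synthesis and lipoprotein secretion passed the fry test as higher on balance in SPI-fed rats. That of fatty acid synthesis passed it as lower. None of the 3 passed camera, which compares a list with the other genes, with an estimated correlation. With the preset correlation of 0.01 the adjusted p from camera was 0.0143 for bile acid synthesis, 0.136 for lipoprotein secretion and 0.0448 for fatty acid synthesis. Of 14 genes of bile acid synthesis, the route by which cholesterol leaves the liver as bile acids, 4 were higher, none was lower and 10 did not pass the test (5 higher when adjusted over the list alone). Their median log2 fold change was 0.24 (adjusted p = 0.00415 from limma's fry test, adjusted p = 0.339 from camera with an estimated correlation). Cyp7b1, an oxysterol hydroxylase, had a normalized count of 133 ± 51.3 (SD, n = 8) in CAS-fed rats and 266 ± 66.5 (SD, n = 8) in SPI-fed rats and a log2 fold change of 1.04 (standard error 0.19, adjusted p = 0.00253 from limma). Amacr, a racemase needed to shorten the bile acid side chain, was at 0.69 (standard error 0.12, adjusted p = 0.00168 from limma). Of 17 genes of apolipoproteins and lipoprotein secretion, 1, Apom, was higher and 16 did not pass the test (1 higher when adjusted over the list alone). The list had a median of 0.12 (adjusted p = 0.0383 from limma's fry test, adjusted p = 0.361 from camera with an estimated correlation). On the deposited scale its median was 0.25 (adjusted p = 0.000655 from fry), where Sar1b, a GTPase of lipoprotein vesicles, was at 0.32 (standard error 0.08, adjusted p = 0.0171 from limma). Of 13 genes of fatty acid synthesis 2 were lower and 11 did not pass the test (4 lower when adjusted over the list alone). Their median was -0.34 (adjusted p = 0.0398 from limma's fry test, adjusted p = 0.380 from camera with an estimated correlation). The lower ones were Slc25a1, which exports citrate from mitochondria, at -0.39 (standard error 0.07, adjusted p = 0.00253 from limma) and the desaturase Fads2 at -0.67 (standard error 0.16, adjusted p = 0.0185 from limma). Lipid droplet genes as a list did not pass the test (median -0.20, adjusted p = 0.0633 from limma's fry test, and adjusted p = 0.0435 on the deposited scale), though 2 of 16 were lower, Cidea and Plin3, a droplet coat protein, and 14 did not pass (the same numbers when adjusted over the list alone). Plin3 fell by 0.90 on the log2 scale (adjusted p = 0.000915 from limma), with every SPI-fed rat below every CAS-fed rat. Of 13 genes of cholesterol and sterol transport, the sterol exporter subunit Abcg5 was higher, at 1.91 (adjusted p = 0.0177), and the bile salt export pump Abcb11 was lower, at -0.51 (adjusted p = 0.0164) (1 higher and 3 lower when adjusted over the list alone). As a list they had a median of -0.07 and a mean of 0.02 (adjusted p = 0.225 from limma's fry test). Of 12 genes of fatty acid uptake and binding 2 were lower, the acyl-CoA synthetase Acsl3 at -0.94 (adjusted p = 0.00691) and lipoprotein lipase (Lpl) at -1.39 (adjusted p = 0.0295) (1 higher and 3 lower when adjusted over the list alone, adjusted p = 0.282 from limma's fry test). None of 13 genes of mitochondrial fatty acid oxidation passed (none over the list alone either), with a median of -0.08 and, on the deposited scale, of 0.09 (adjusted p = 0.360 from limma's fry test). With the replicate number as a block the adjusted p from fry was 0.0823 for lipoprotein secretion and 0.0823 for fatty acid synthesis, and that from limma was 0.0928 for Lpl and 0.0746 for Apom. On the deposited scale fatty acid synthesis had a median of -0.13 (adjusted p = 0.196 from fry), and Slc25a1 and Abcb11 had adjusted p of 0.0522 and 0.0761 from limma. With single libraries left out, the adjusted p of Lpl was 0.0103 to 0.0662 (above 0.05 without CAS 1, CAS 2, CAS 3 or CAS 5), that of lipoprotein secretion from fry was 0.0225 to 0.0806 (above 0.05 with any library left out except CAS 4, CAS 5, CAS 6, CAS 7, SPI 3, SPI 4 or SPI 7) and that of fatty acid synthesis was 0.0141 to 0.0830 (above 0.05 with any library left out except CAS 3, CAS 5, CAS 7, SPI 5, SPI 7 or SPI 8). Without the libraries numbered 2 and 8 none of these lists passed, bile acid synthesis included, with adjusted p from fry of 0.360 for lipoprotein secretion, 0.193 for fatty acid synthesis and 0.0692 for bile acid synthesis. The adjusted p from limma was then 0.0623 for Cyp7b1, 0.0951 for Apom, 0.0516 for Slc25a1, 0.0510 for Cidea, 0.158 for Abcg5, 0.0886 for Abcb11 and 0.108 for Lpl.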

The list of functions under lipid metabolism involving lipid transport or efflux is consistent with the observation of reduced liver steatosis in the SPI- compared to CAS-fed rats. Furthermore, the list provided under inflammatory response clearly indicates that inflammation would be inhibited in the SPI-fed rats.

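The list of MHC class II antigen presentation passed the fry test as lower on balance in SPI-fed rats. It did not pass camera with an estimated correlation, and with the preset correlation of 0.01 its adjusted p from camera was 0.000491. The lists of phagocytosis, leukocyte adhesion, acute phase proteins and macrophage markers did not pass the fry test. Of 6 class II genes 3 were lower, none was higher and 3 did not pass the test. When adjusted over the list alone 5 were lower. Their median log2 fold change as a list was -1.01 (adjusted p = 0.0283 from limma's fry test, adjusted p = 0.361 from camera with an estimated correlation). Cd74, the chain that guides class II molecules, had a normalized count of 348 ± 177 (SD, n = 8) in CAS-fed rats and 134 ± 22.3 (SD, n = 8) in SPI-fed rats and a log2 fold change of -1.22 (standard error 0.23, adjusted p = 0.00331 from limma). The class II chains RT1-Bb and RT1-Ba were at -0.90 (adjusted p = 0.0198) and -1.09 (adjusted p = 0.0386), and reads may be shared within this family. None of 15 phagocytosis genes passed the test, over all genes or over the list alone. They had a median of -0.28 (adjusted p = 0.382 from limma's fry test). Of 8 genes of leukocyte adhesion and chemotaxis 1, Icam1, was lower and 7 did not pass (1 higher and 1 lower when adjusted over the list alone), with a median of -0.52 (adjusted p = 0.165 from limma's fry test). Among 22 acute phase proteins, Lbp was lower, the fibrinogen chain Fgg was higher, at 0.30 (adjusted p = 0.0367), and 20 did not pass the test (2 higher and 3 lower when adjusted over the list alone). Their median was -0.05 (adjusted p = 0.682 from limma's fry test). No member of 14 markers of Kupffer cells and macrophages passed over all genes (1 higher when adjusted over the list alone), with a median of -0.09 (adjusted p = 0.818 from limma's fry test). Gpnmb, a marker of lipid-laden macrophages, was at -0.99 (adjusted p = 0.111) and Cd163, a scavenger receptor, at 0.98 (adjusted p = 0.0616). With the replicate number as a block the adjusted p of the class II list from fry was 0.0602 and that of Fgg from limma was 0.0739, and without the libraries numbered 2 and 8 the list had an adjusted p of 0.130, RT1-Bb of 0.0819, RT1-Ba of 0.120, Fgg of 0.147, Icam1 of 0.198 and Lbp of 0.259. With single libraries left out the adjusted p of RT1-Ba was 0.0127 to 0.0759 (above 0.05 with any library left out except CAS 2, CAS 4, CAS 6, CAS 7, CAS 8 or SPI 2) and that of Fgg was 0.0229 to 0.0840 (above 0.05 with any library left out except CAS 1, CAS 3, CAS 6, CAS 7, SPI 2 or SPI 7). From the functions that its network program scored on the differentially expressed genes, the paper reasons that lipid transport and efflux would be enhanced and inflammation inhibited in SPI-fed rats. It relates the lipid functions to the reduced steatosis of these livers.

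**Figure D2:**
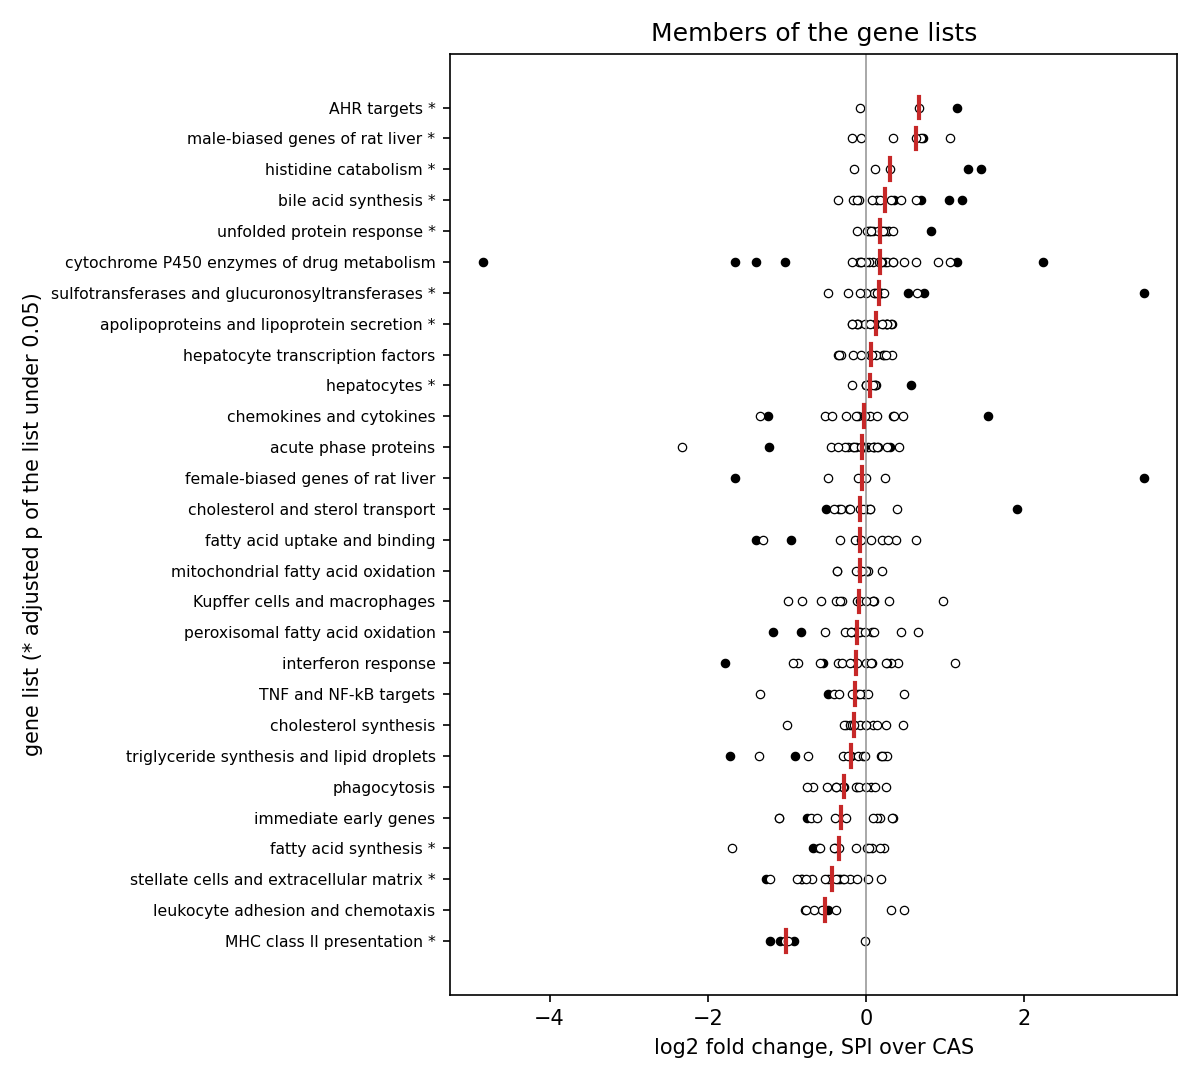
Each row is a gene list and each circle 1 of its genes, placed by its log2 fold change (SPI over CAS, horizontal axis). Filled circles passed an adjusted p under 0.05 from limma, red bars are list medians, and an asterisk marks lists at an adjusted p under 0.05 from fry. The class II list has the lowest median, -1.01, and AHR targets the highest, 0.67.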

**Figure 2:**
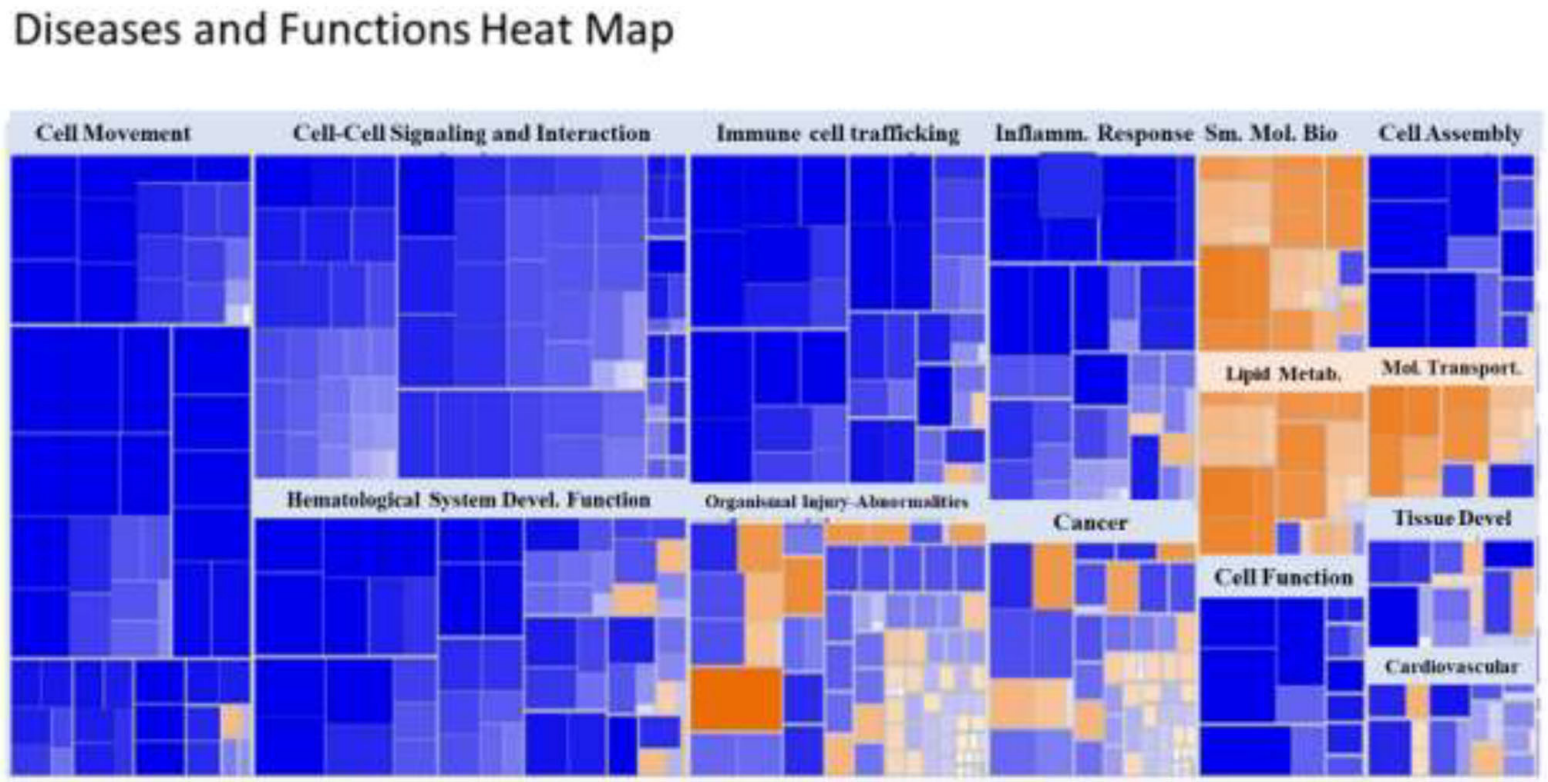
Heat map of diseases and functions arranged by Z-score with the IPA program. Functions in blue indicate inhibition while those in orange indicate activation in SPI vs. CAS-fed rats. Darker colors indicate greater activation or inhibition of function.

**Figure 3:**
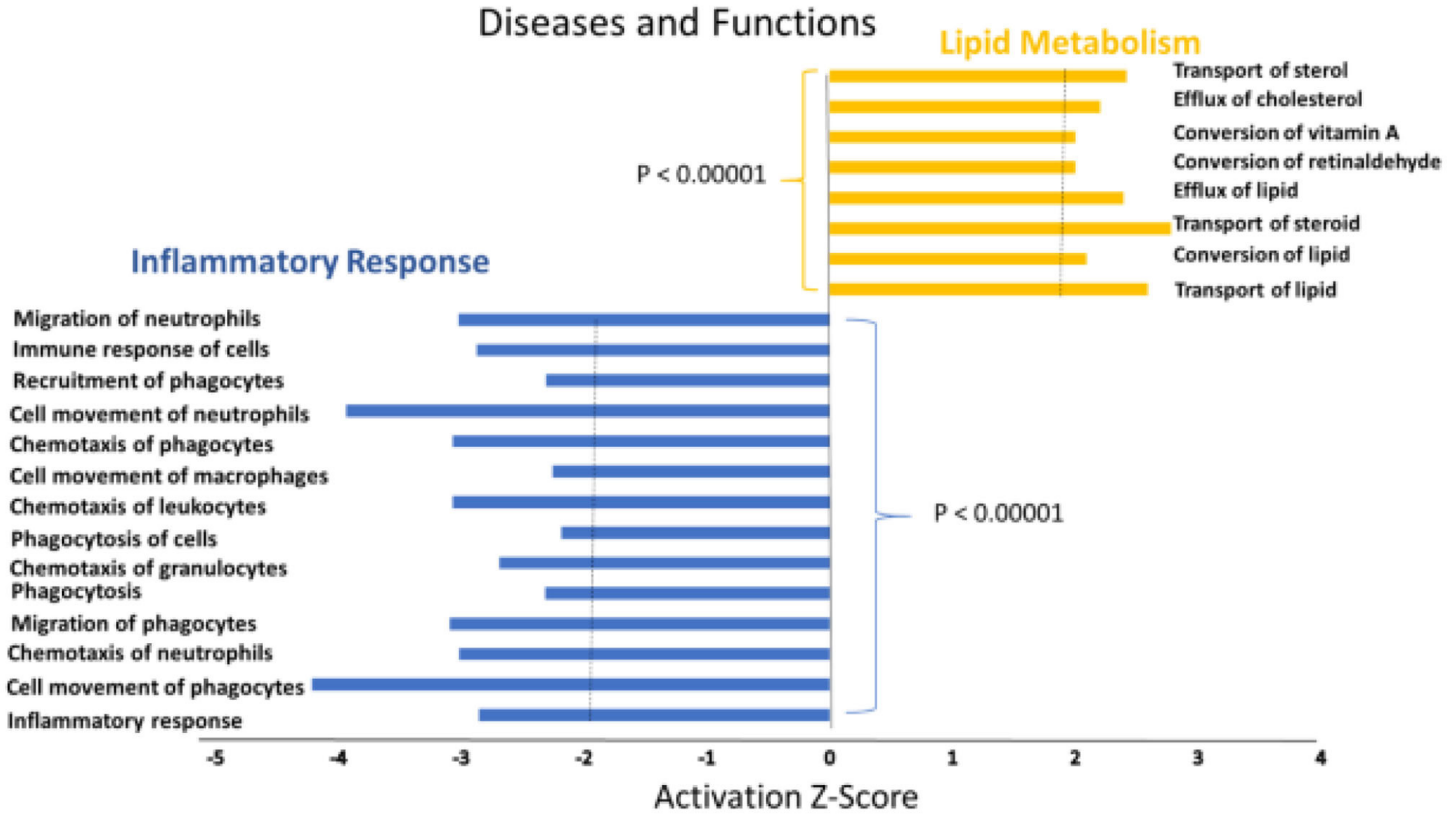
Specific functions predicted to be activated associated with lipid metabolism (orange) or predicted to be inhibited (blue) associated with inflammation in the liver of obese Zucker rats provided diets containing SPI-based diet compared to those provided a CAS-based diet for 16 weeks.

The activation *Z*-scores of processes presented in Figure 3 were calculated by the IPA program and based on the differential expression of genes in the dataset and on the relationships of gene expression with the function reported in the scientific literature. 

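Of 11 genes that the paper links to the efflux of cholesterol (Fig. 4A), 7 were higher and 4 lower in SPI-fed rats by sign. At an adjusted p under 0.05 from limma 3 were higher, none was lower and 8 did not pass (7 higher and 3 lower when adjusted over the list alone). The paper chose this list on the same livers, so neither count is independent evidence of a difference or of its direction. Il33 was the member with the smallest p, with a normalized count of 48.3 ± 19.4 (SD, n = 8) in CAS-fed rats and 132 ± 26.1 (SD, n = 8) in SPI-fed rats. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at 525 ± 171 (SD, n = 8) in CAS-fed rats and 1261 ± 538 (SD, n = 8) in SPI-fed rats and a log2 fold change of 1.21 (standard error 0.26, adjusted p = 0.0155 from limma). Apolipoprotein M, a carrier of lipids on lipoproteins, was at 8277 ± 1496 (SD, n = 8) in CAS-fed rats and 11579 ± 1265 (SD, n = 8) in SPI-fed rats, a log2 fold change of 0.33 (standard error 0.08, adjusted p = 0.0190 from limma). The lipoprotein enzyme Pon1 was at 0.19 (adjusted p = 0.129) and on the deposited scale at 0.46 (standard error 0.09, adjusted p = 0.00305 from limma). Among the lower members, the desaturase Scd2 was at -1.69 (standard error 0.53, adjusted p = 0.0773 from limma) and the pantetheinase Vnn1 at -0.60 (standard error 0.22, adjusted p = 0.138 from limma). At an unadjusted p under 0.05 and a fold above 1.3, 6 of the 11 passed, against 10 on the deposited scale, where 7 had an adjusted p under 0.05. With the replicate number as a block the adjusted p was 0.0746 for Apom and 0.0702 for Cyp7a1, and without the libraries numbered 2 and 8 it was 0.0951 for Apom.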

An example of one of the networks generated by the IPA program analysis of the dataset for efflux of cholesterol is presented in Figure 4A. The IPA program can also provide predictions of activation or inhibition of upstream transcription factors in regulator networks that connect transcription factors to specific diseases or function through differentially expressed molecules in the functional network. In the example shown in Figure 4B, the transcription factor RETNLB was predicted to be inhibited in SPI- compared to CAS-fed rats. 

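Of the lipid-binding proteins and their partners that the paper names in Fig. 4, the liver form Fabp1 and the adipocyte and macrophage form Fabp4 had log2 fold changes of opposite sign. Fabp1, which carries fatty acids inside hepatocytes, had a normalized count of 64007 ± 20621 (SD, n = 8) in CAS-fed rats and 93883 ± 13862 (SD, n = 8) in SPI-fed rats and a log2 fold change of 0.38 (standard error 0.17, adjusted p = 0.237 from limma). Fabp4 was at 260.0 ± 143 (SD, n = 8) in CAS-fed rats and 89.1 ± 36.9 (SD, n = 8) in SPI-fed rats, with a log2 fold change of -1.31 (standard error 0.43, adjusted p = 0.100 from limma), and all 8 SPI-fed rats lay below the median of CAS-fed rats. Moesin (Msn), which ties membranes to the cytoskeleton, was at 323 ± 124 (SD, n = 8) in CAS-fed rats and 231 ± 67.6 (SD, n = 8) in SPI-fed rats, a log2 fold change of -0.40 (standard error 0.26, adjusted p = 0.441 from limma). On the deposited scale the adjusted p of Fabp1 was 0.0438, at a log2 fold change of 0.61, and with the replicate number as a block that of Fabp4 was 0.0201. Resistin-like beta was itself not analysed here.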

Additional examples of regulator networks are presented in Figures 5, 6. 

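All 8 genes of the lipid transport network (Fig. 5) were higher in SPI-fed rats by sign. At an adjusted p under 0.05 from limma 4 were higher and 4 did not pass (5 higher when adjusted over the list alone). The paper chose them on the same livers, so neither count is independent evidence of a difference or of its direction. Slco1a1, an organic anion transporter of the hepatocyte membrane, had a normalized count of 2487 ± 734 (SD, n = 8) in CAS-fed rats and 4224 ± 680.3 (SD, n = 8) in SPI-fed rats and a log2 fold change of 0.72 (standard error 0.18, adjusted p = 0.0250 from limma). Akr1c14, a hydroxysteroid dehydrogenase in a family that may share reads, was at 13773 ± 2192 (SD, n = 8) in CAS-fed rats and 20312 ± 2598 (SD, n = 8) in SPI-fed rats, a log2 fold change of 0.35 (standard error 0.09, adjusted p = 0.0221 from limma), with every SPI-fed rat above every CAS-fed rat. Cyp7a1 and Apom were the other genes called. The most abundant members gave smaller values after quantile normalization. Apolipoprotein H (Apoh), a plasma protein that binds phospholipids, was at 97330 ± 12609 (SD, n = 8) in CAS-fed rats and 128830 ± 10123 (SD, n = 8) in SPI-fed rats, with every SPI-fed rat above every CAS-fed rat. Its log2 fold change was 0.12 (standard error 0.07, adjusted p = 0.331 from limma) and on the deposited scale 0.41 (standard error 0.08, adjusted p = 0.00466 from limma). Apoa4, an apolipoprotein of triglyceride-rich particles, was at 0.25 (adjusted p = 0.203) and on the deposited scale at 0.50 (standard error 0.11, adjusted p = 0.00880 from limma), and Apoc2, the activator of lipoprotein lipase, at 0.27 (adjusted p = 0.253) and 0.49 (standard error 0.14, adjusted p = 0.0402 from limma). Of the 8 genes, 3 passed an unadjusted p under 0.05 and a fold above 1.3, all 8 on the deposited scale, and all 8 had an adjusted p under 0.05 on that scale. With the replicate number as a block 2 had an adjusted p under 0.05. With single libraries left out the adjusted p was 0.00837 to 0.0581 (above 0.05 without CAS 2, CAS 3 or CAS 5) for Slco1a1 and 0.00562 to 0.0530 (above 0.05 without CAS 1, CAS 3, CAS 5 or SPI 6) for Akr1c14, and without the libraries numbered 2 and 8 it was 0.0741 for Slco1a1 and 0.0951 for Apom.

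**Figure D3:**
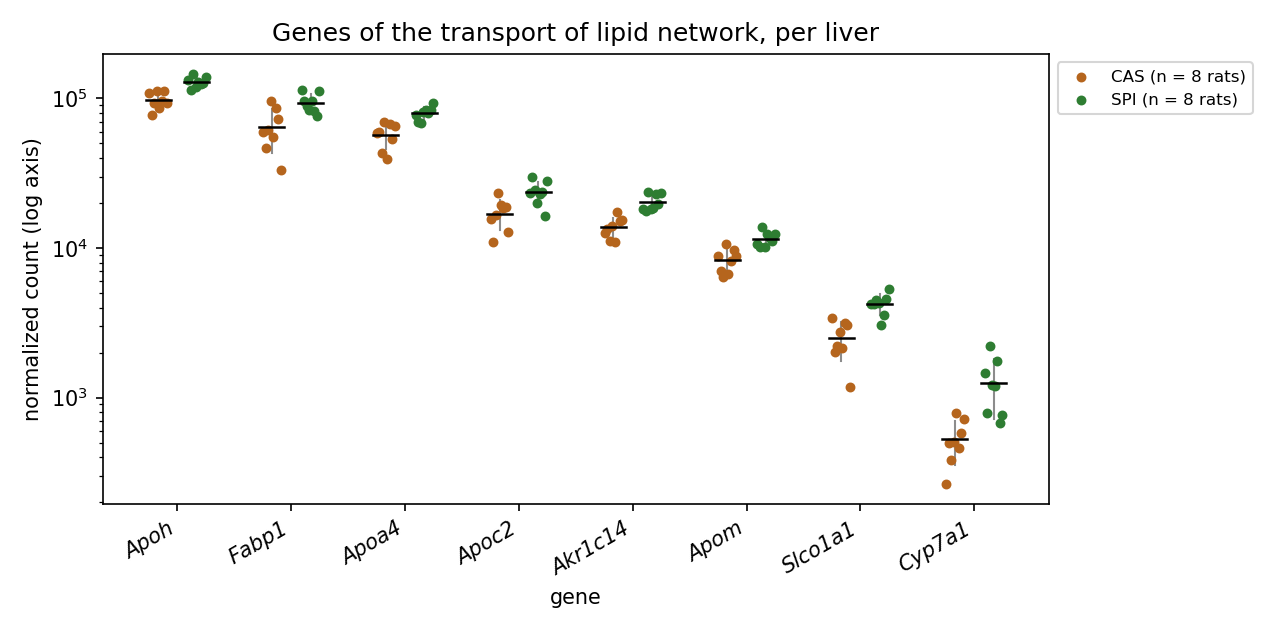
Normalized counts (vertical log axis) of the 8 genes of the lipid transport network (horizontal axis), with 1 point per rat (8 per diet), a black bar at the mean and a grey line of 1 SD to each side. In Apoh and Akr1c14 the SPI-fed rats all lie above the CAS-fed rats, and in the other genes the diets overlap.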

In Figure 5, HNF1A and HNF4A are transcription factors predicted to be activated in the SPI-fed rats that would contribute to lipid transport from the liver. Two regulator networks indicating that phagocytosis and chemotaxis of neutrophils are predicted to be inhibited in SPI-fed rats through down-regulation (inhibition) of CSF2 and TNF are shown in Figure 6.

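The genes of both networks were lower in SPI-fed rats by sign. In the phagocytosis network (Fig. 6A), 1 of 4 genes was lower at an adjusted p under 0.05 from limma and 3 did not pass (4 lower when adjusted over the list alone), while all 4 passed an unadjusted p under 0.05 and a fold above 1.3. Icam1 had a normalized count of 1401 ± 301 (SD, n = 8) in CAS-fed rats and 1012 ± 129 (SD, n = 8) in SPI-fed rats. Cybb, the catalytic subunit of the phagocyte oxidase, was at 296 ± 133 (SD, n = 8) in CAS-fed rats and 173 ± 36.3 (SD, n = 8) in SPI-fed rats, a log2 fold change of -0.67 (standard error 0.22, adjusted p = 0.0908 from limma). The cytokine receptor subunit Csf2rb was at -0.75 (adjusted p = 0.207) and Tgfb1 at -0.43 (adjusted p = 0.159). The chemotaxis network (Fig. 6B) added the galectin Lgals3 at -0.79 (adjusted p = 0.0420), the phosphodiesterase Pde4b at -1.07 (adjusted p = 0.0404), the phosphoinositide kinase subunit Pik3cd at -0.56 (adjusted p = 0.212), the membrane protein Cd47 at -0.45 (adjusted p = 0.0626) and the serpin Serpinb1a, which blocks neutrophil proteases, at -0.63 (adjusted p = 0.118). Pde4b had a normalized count of 295 ± 161 (SD, n = 8) in CAS-fed rats and 127 ± 39.5 (SD, n = 8) in SPI-fed rats. CAS 4, CAS 6 and CAS 7, which lay between the diets on the first principal component, had Pde4b counts of 202, 148 and 480.0, and the SPI-fed rats ranged from 64.3 to 182. The paper chose both lists on the same livers, so they are not independent evidence of a difference or of its direction. As all 4 phagocytosis genes had an unadjusted p under 0.05, all 4 had to pass when adjusted over that list alone. With the replicate number as a block the adjusted p was 0.103 for Lgals3 and 0.0615 for Pde4b, and with single libraries left out it was 0.00866 to 0.0840 (above 0.05 with any library left out except CAS 4, CAS 6, CAS 7 or SPI 6) for Lgals3 and 0.0204 to 0.0774 (above 0.05 with any library left out except CAS 2, CAS 3, CAS 4, CAS 6 or SPI 7) for Pde4b. It was 0.198 for Icam1, 0.241 for Lgals3 and 0.142 for Pde4b without the libraries numbered 2 and 8.

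**Figure D4:**
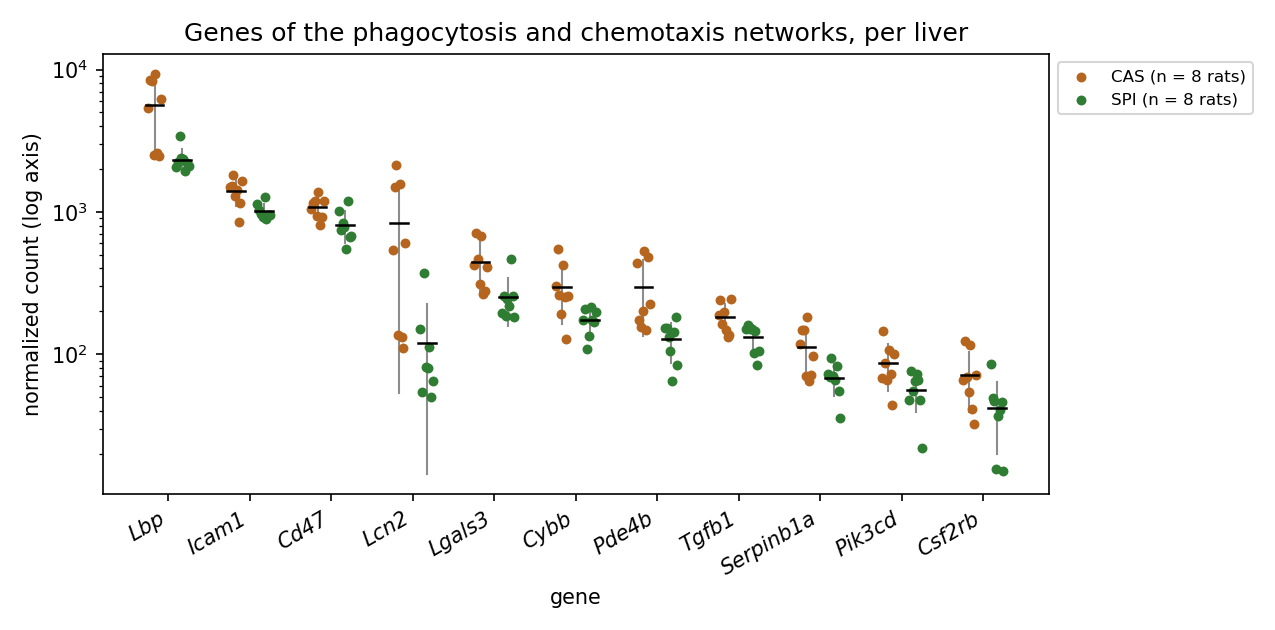
Normalized counts (vertical log axis) of the 11 genes of the phagocytosis and chemotaxis networks (horizontal axis), with 1 point per rat (8 per diet), a black bar at the mean and a grey line of 1 SD to each side. The means of the SPI-fed rats lie below those of the CAS-fed rats in each gene, and the diets overlap in each.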

**Figure 4:**
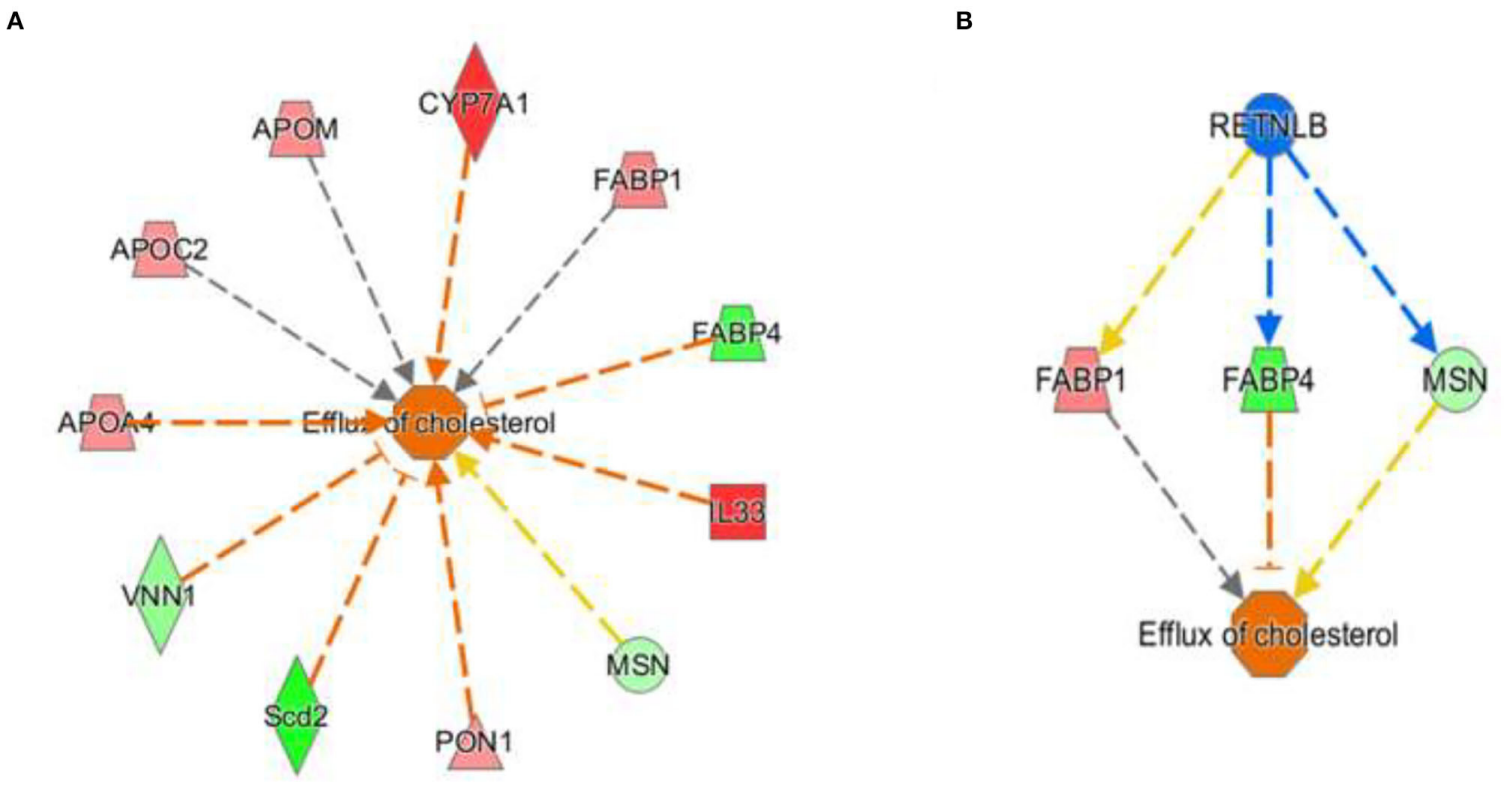
Gene expression networks leading to prediction of enhanced efflux of cholesterol in the RNAseq data in liver of 16 weeks old obese rats fed CAS- and SPI-based diets. **(A)** Network of gene expression in the dataset used to calculate the activation *Z* score of efflux of cholesterol. Genes in pink or red were upregulated in the SPI-fed rats whereas those in green were down-regulated in SPI- vs. CAS-fed rats. Genes and their individual fold difference expression values are; APOA4 (apolipoprotein A4, 1.37), APOC2 (apolipoprotein C2, 1.36), APOM (apolipoprotein M, 1.38), cytochrome P450 family 7 subfamily A, member 1,1.98), FABP1 (fatty acid binding protein 1, 1.41, FABP4 (fatty acid binding protein 4, −1.91), IL33, (Interleukin 33, 2.32), MSN (moesin,-1.32), PON1 (paraoxanase 1, 1.35), Scd2 (stearoyl-Coenzyme A desaturase 2, −2.42), VNN1, (vanin 1, −1.46). **(B)** This is a regulatory network that predicts that RETNLB (restin like protein beta) transcription factor would be predicted to be inhibited in the SPI-fed rats.

**Figure 5:**
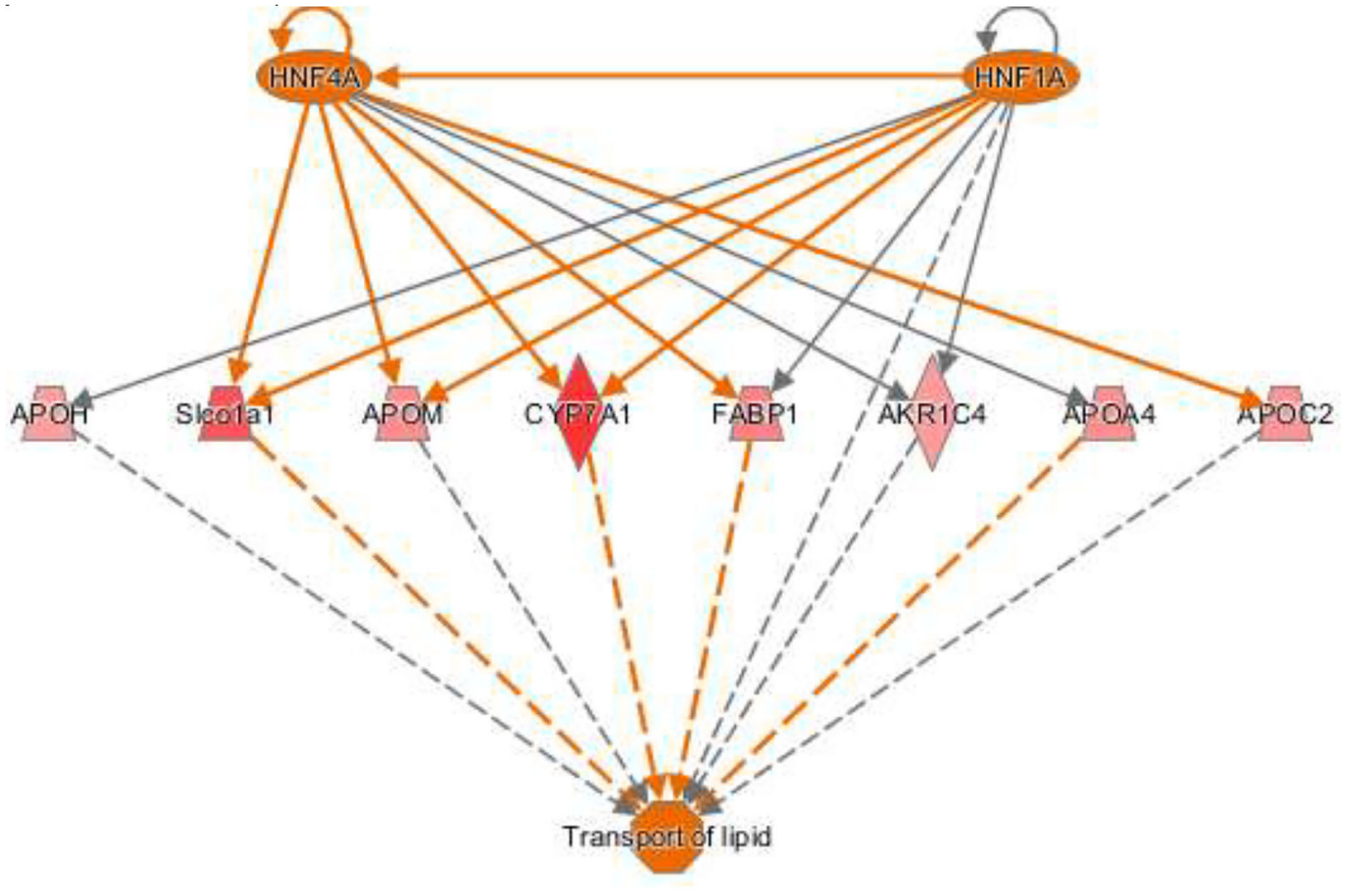
Regulator network for transport of lipid with two upstream regulators. The hepatocyte nuclear factors one (HNF1) homeobox A (HNF1A) and HNF1 factor 4 alpha (HNF4A) are predicted to be activated and enhance lipid transport in SPI-fed rats through the network of genes shown in the figure that include: APOH (apolipoprotein H, 1.32), Slco1a1 (solute carrier organic ion transporter family member 1A1, 1.62), APOM (apolipoprotein M, 1.38), CYP7A1 (cytochrome P450 family 7 subfamily A member 1), FABP1 (fatty acid binding protein 1, 1.42), AKR1C4 (also-keto reductase family member c14, 1.45), APOA4 (apolipoprotein A4, 1.37), and APOC2 (apolipoprotein C2, 1.36).

**Figure 6:**
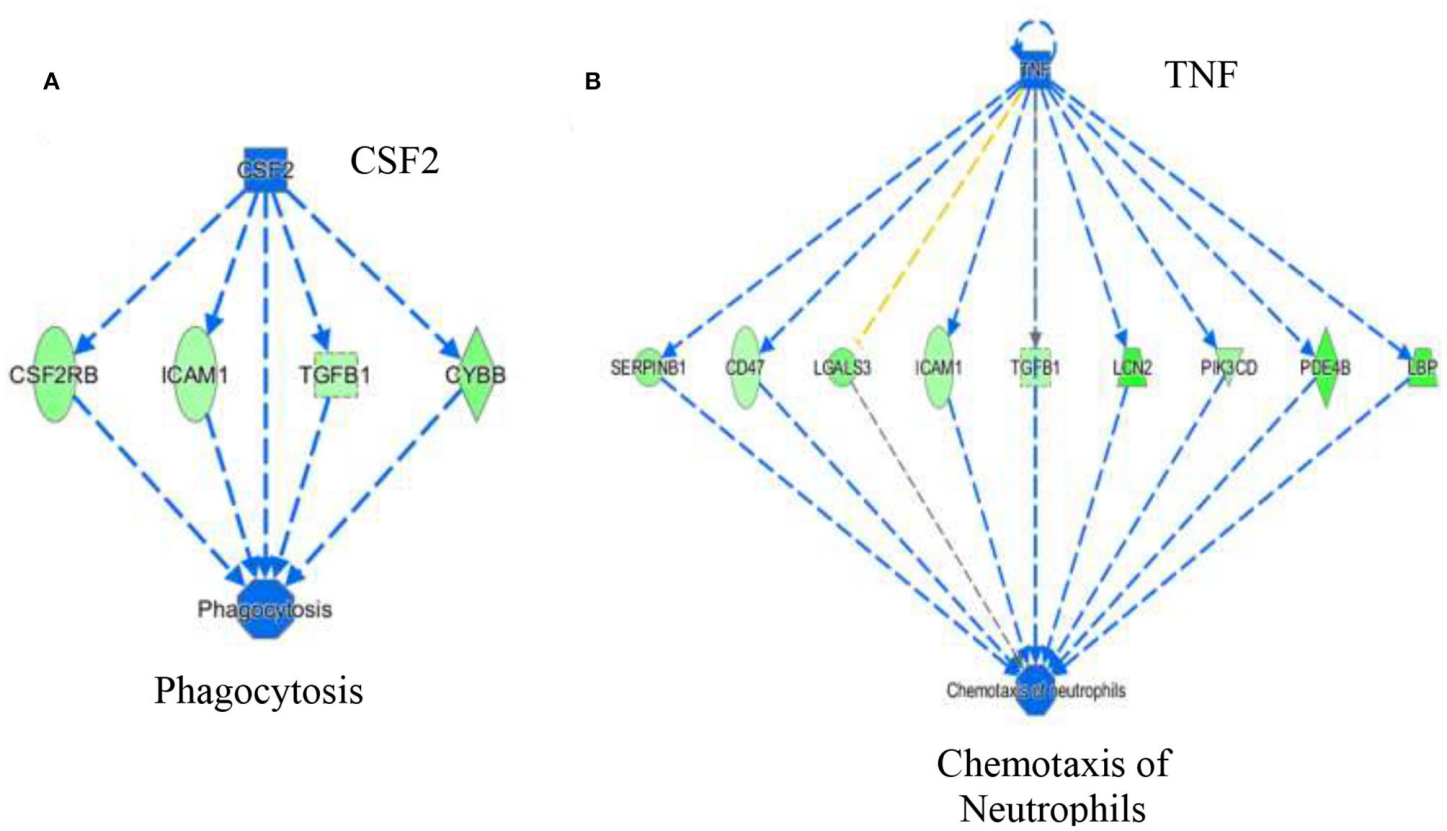
Regulator networks associated with specific components of inflammatory response of phagocytosis **(A)** and chemotaxis of neutrophils **(B)** that were predicted to be inhibited in SPI-fed compared to CAS-fed rats. In **(A)** the transcription factor colony stimulating factor 2 (CSF2) was predicted to be in inhibited in SPI-fed rats based on downregulation of CSF2RB, ICAM1, TGFB1 and CYBB. In **(B)**, TNF (tumor necrosis factor) was predicted to be inhibited in SPI-fed rats based on the expression of genes shown in the network. Genes and fold differential expression in the regulatory networks are: CSFR2B (colony stimulating factor 2 receptor 2 beta common subunit, −1.47), ICAM1 (intracellular adhesion molecule 1, −1.36), TGFB1 (transforming growth factor beta 1, −1.33), CYBB (cytochrome b-245 beta chain, −1.57), SERPINB1 (serpin family B member 1, −1.50), CD47 (CD47 molecule, −1.30), LGALS3 (galectin 3, −1.62), LCN2 (lipocalin 2,−2.10), PIK3CD (phosphoinositol-4,5 bisphosphate 3 kinase catalytic subunit D, −1.41), PDE4B (phosphodiesterase 4B, −1.93), and LBP (lipopolysaccharide binding protein, −1.99).

## Discussion

NAFLD is characterized by an unhealthy accumulation of lipids within hepatocytes accompanied by inflammation of the liver tissue. Here we demonstrate that long-term feeding of SPI enhances lipid metabolism and decreases several components of inflammation response (Figure 3). Several functions that were predicted to be activated (e.g., lipid transport, efflux, and conversion of lipid) in SPI-fed rats are processes that could reduce lipid accumulation in hepatocytes. Similarly, processes and functions involved in inflammatory response such as phagocytosis, chemotaxis of neutrophils, and immune response of cells, were inhibited in SPI-fed rats, thus ameliorating NAFLD symptoms. A wide range of molecules were predicted to be activated or inhibited in liver of obese rats fed an SPI- compared to CAS-based diet. As discussed below, these predictions point toward mechanisms by which SPI ameliorates liver steatosis and can serve as hypotheses to be tested in future studies.

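Transcripts of peroxisomal fatty acid oxidation were lower in SPI-fed rats or did not pass the test. Of 15 genes of the pathway 2 were lower, none was higher and 13 did not pass the test (2 lower when adjusted over the list alone), with a median log2 fold change of -0.12 (adjusted p = 0.0662 from limma's fry test). The lower ones were Crot, which passes shortened fatty acids on to carnitine, with a normalized count of 91.4 ± 43.1 (SD, n = 8) in CAS-fed rats and 37.8 ± 15.0 (SD, n = 8) in SPI-fed rats and a log2 fold change of -1.18 (standard error 0.31, adjusted p = 0.0318 from limma), and the thiolase Acaa1b at -0.83 (standard error 0.23, adjusted p = 0.0413 from limma). Ehhadh, another enzyme of this pathway, was at -0.52 (standard error 0.20, adjusted p = 0.165 from limma). On the deposited scale the list's median was -0.01 (adjusted p = 0.917 from fry). With single libraries left out the adjusted p from limma was 0.0136 to 0.0739 (above 0.05 without CAS 1, CAS 3, CAS 5, SPI 1 or SPI 6) for Crot and 0.00404 to 0.0870 (above 0.05 with any library left out except CAS 4, CAS 7 or SPI 5) for Acaa1b, and that of Crot was 0.0553 with the replicate number as a block. Acaa1b had an adjusted p of 0.234 without the libraries numbered 2 and 8.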

Acyl-CoA Oxidase 1 (ACOX1) (Table 3), also called Peroxisomal acyl-coenzyme A oxidase 1, is a transcription factor predicted to be activated (*z* score = 4.04) in liver of rats provided a SPI-based diet. Unlike most medium to long chain fatty acids whose oxidation takes place in mitochondria, very long fatty acids are degraded in peroxisomes (18). ACOX1 catalyzes the initial step of the peroxisomal beta-oxidation of very long fatty acids in the fatty acid degradation pathway (19). A study with a point mutation of ACOX1 showed that beta-oxidation provides a clear link between fat metabolism and immune responsiveness (20). In this study, the authors found an increase in the hepatic neutrophil infiltration when ACOX1 was not functioning properly. This finding is consistent with the results in our study predicting decreased hepatic migration and chemotaxis of neutrophils (Figures 3, 6B) when ACOX1 is activated in SPI feeding. In addition, a recent study concluded that ACOX1 is the post-transcriptional target of miR-222 (21), a microRNA already being investigated in relation to NASH, cancer, and inflammatory diseases (22). However, ACOX1 is not as strongly related to NAFLD as it is with NASH and hepatic cell carcinoma (23). Wang et al. (21) reported that miR-222 inhibits ACOX1 and accumulation of triglycerides is promoted. These results concur with findings in the present study in which ACOX1 is predicted to be highly activated in SPI diet; thus, preventing accumulation of triglycerides and inflammation. Since many microRNAs are linked to the pathology of insulin resistance, NAFLD, and fibrosis (24) it would be reasonable to link a decreased expression or inhibition of miR-222 by the consumption of a diet high in soy proteins, although the mechanisms remain unknown. Further research it's needed.

Both HNF4A and 1 HNF1A (Table 3B) were predicted to be strongly activated in this study (z score = 3.44 and 2.55 respectively) in the liver of SPI-fed rats. HNF4A is a nuclear transcription factor known to regulate several hepatic genes including the related transcription factor HNF1A (Figure 5) and other genes related to lipid metabolism (25). There is evidence supporting HNF4A as a universal transcription regulator of hepatic cytochrome P450 (CYP) genes (26). HNF1A is mainly expressed in liver but is also expressed in the pancreas and kidney (27). HNF4A and HNF1A are major promoters of hepatic differentiation and maturation (28, 29). With its involvement in lipid metabolism, HNF4A has been demonstrated to be crucial in the gene network of NASH connected to metabolic diseases (30). Mutations in this gene have also been linked with both diabetes type 2 and maturity onset diabetes of the young (MODY), a term that groups a set of hereditary diabetes mellitus (31). An amplification of this gene has been found to be associated with colorectal cancer (32). In the early 2000's, Lazarevich et al. (33) not only found a strong correlation between the downregulation or lack of function of HNF4A and the progression of hepatocellular carcinoma (HCC), but also that restoration of HNF4A expression could reverse the HCC phenotype in a mouse model. Ning et al. (34) established that the increased expression of HNF4A inhibits HCC and alleviates hepatic fibrosis probably through the repression of beta-catenin signaling pathway, and proposed the administration of HNF4A as a possible future pathological treatment. The search for biomarkers HCC derived from NAFLD has shown the same trend (35): an imbalance of important transcription factors including HNF4A. Our study predicts HNF4A to be highly activated in the SPI-fed rats, along with the upregulation of several CYPs and apolipoproteins (Figure 5), which could be exerting a protective influence against lipid accumulation in the liver tissue; thus, preventing inflammation and the progression to NAFLD in the long-term.

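Cytochrome P450 genes moved in both directions between the diets. Of 24 P450 enzymes of drug metabolism tested, 2 were higher, Cyp1a2 and Cyp3a9, 4 were lower and 18 did not pass the test (the same numbers when adjusted over the list alone). The lower ones included Cyp3a62, with a normalized count of 806 ± 309 (SD, n = 8) in CAS-fed rats and 291 ± 57.5 (SD, n = 8) in SPI-fed rats and a log2 fold change of -1.39 (standard error 0.22, adjusted p = 0.00150 from limma), and Cyp2c12, an enzyme typical of female rat liver, at 2216 ± 902 (SD, n = 8) in CAS-fed rats and 735 ± 335 (SD, n = 8) in SPI-fed rats, a log2 fold change of -1.66 (standard error 0.28, adjusted p = 0.00331 from limma). In Cyp3a62 and Cyp2c12 every SPI-fed rat lay below every CAS-fed rat. The list had a median log2 fold change of 0.18 and a mean of -0.04, opposite in sign (adjusted p = 0.468 from limma's fry test). On the deposited scale the median was 0.38 (adjusted p = 0.0307 from fry). The 2C and 3A genes are close relatives that may share reads. Cyp3a9 had an adjusted p of 0.0604 without the libraries numbered 2 and 8.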

Several molecules associated with inflammatory response were predicted to be inhibited in SPI-fed rats compared with the control. These will be discussed individually below.

Tumor necrosis factor (TNF), a pro-inflammatory cytokine secreted by various cells, is released in response to inflammatory stimuli (36). TNF was predicted to be inhibited (z score = −3.37) in the livers of SPI-fed rats (Table 3, Figure 6B). This protein also promotes apoptosis and necrosis, and increases in response to endotoxins and bacterial lipopolysaccharide (LPS) (37, 38). Lipopolysaccharide binding protein (LBP) was down-regulated in SPI-fed rats and was one of the downstream molecules used by IPA in predicting TNF inhibition (Figure 6B). 

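Lbp and Lcn2, proteins that the liver releases in inflammation, had lower means in SPI-fed rats, and CAS 4, CAS 6 and CAS 7 had levels like those of SPI-fed rats. Lbp, an acute phase protein that hands bacterial lipopolysaccharide to its receptor, had a normalized count of 5652 ± 2889 (SD, n = 8) in CAS-fed rats and 2330 ± 451 (SD, n = 8) in SPI-fed rats, with a log2 fold change of -1.23 (standard error 0.33, adjusted p = 0.0429 from limma). The SPI-fed rats lay between 1942 and 3387. CAS 4, CAS 6 and CAS 7, with 2494, 2572 and 2476, lay inside that range, and the other CAS-fed rats ranged from 5346 (CAS 1) to 9302 (CAS 5). Lcn2, an iron-withholding acute phase protein of the same network, was at 840.5 ± 788 (SD, n = 8) in CAS-fed rats and 120.3 ± 106 (SD, n = 8) in SPI-fed rats, a log2 fold change of -2.33 (standard error 0.70, adjusted p = 0.0731 from limma). It was spread in the same way, at 137, 132 and 109.8 in CAS 4, CAS 6 and CAS 7, from 537 (CAS 1) to 2147 (CAS 3) in the other CAS-fed rats and from 50.0 to 369.6 in SPI-fed rats. The adjusted p of Lbp from limma was 0.0165 to 0.0885 (above 0.05 with any library left out except CAS 4, CAS 6 or CAS 7) with single libraries left out, and 0.259 without the libraries numbered 2 and 8.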

There are many ways that TNF could contribute to NAFLD and NASH pathophysiology. TNF is a key promoter of other inflammatory cytokines and molecules related with hepatic steatosis and fibrosis (39). It has been suggested that TNF increases hepatic fat deposition via activation or upregulation of sterol regulatory element binding protein-1c (SREBP-1c) that in turn controls fatty acid synthase (FAS) (40). TNF has the ability to lower insulin receptor expression that contributes to the development of insulin resistance (41). Furthermore, inhibition of TNF in NASH patients has been reported to be beneficial either in ameliorating or reversing NASH pathology (42). In a 4 year study, TNF serum levels were reported to be increased in patients with NAFLD, and are associated with the stage of the disease in concordance with the literature (43). Our study predicted a strong inhibition of TNF under a SPI diet (Figure 6B) and neutrophil chemotaxis was broadly predicted to be inhibited. 

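Serpinb1a, Cd47, Lgals3, Icam1, Tgfb1, Lcn2, Pik3cd, Pde4b and Lbp, the 9 genes of the neutrophil chemotaxis network, were all lower in SPI-fed rats by sign. All 9 passed an unadjusted p under 0.05 and a fold above 1.3, and 4 had an adjusted p under 0.05 from limma. With each unadjusted p under 0.05, all 9 had to pass when adjusted over the list alone, so that count adds nothing. The 4 were Icam1, Lgals3, Pde4b and Lbp, and with the replicate number as a block 2 had an adjusted p under 0.05. None of the 4 passed without the libraries numbered 2 and 8 (adjusted p = 0.198 for Icam1, 0.241 for Lgals3, 0.142 for Pde4b and 0.259 for Lbp, from limma). Being the paper's own choice from these livers, the list is not independent evidence of a difference or of its direction. Across the 9 genes the median log2 fold change was -0.63, and in Serpinb1a, Icam1, Tgfb1, Lcn2, Pik3cd, Pde4b and Lbp all 8 SPI-fed rats lay below the median of CAS-fed rats. Of the neutrophil markers listed before the data were examined, only Lcn2 was tested, since the others did not pass the filter on low values or were not analysed here.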

All the genes involved in this network were downregulated in this study (see Figure 6B for a full list of the genes). Conversely, in the CAS-fed rats, TNF might promote the chemotaxis of neutrophils in the liver by directly participating in the upregulation of the same genes. Nevertheless, the underlying mechanisms are not completely understood.

Colony stimulating factor 2 (CSF2) (Table 3A and Figure 6A) or granulocyte-macrophage colony-stimulating factor (GM-CSF) was predicted to be inhibited in SPI-fed rats at 16 weeks (activation *z* score = −2.29). Its receptor, CSF2 receptor beta (CSF2RB) was found to be down-regulated at 8 weeks on the SPI diet (13). CSF2 is a cytokine involved in inflammatory response that modulates the production and differentiation of macrophages and granulocytes (44, 45). Morrison et al. (46) found a correlation of the up-regulation of CSF2 in humans and Ldlr−/−. Leiden mice with NASH. Thus, our study concurs with Morrison et al. (46) since CSF2 was predicted to be inhibited in the liver of rats fed with the SPI diet (Figure 6A) in a pathological state previous to NASH. Conversely, our study predicted CSF2 to be highly activated in CAS-fed rats, which presented inflammation in liver tissue, and directly promoted phagocytosis through the activation of important target molecules (see Figure 6A).

## Conclusions

The results of the analysis conducted in this study provide a clear indication that long-term SPI feeding attenuates liver steatosis by enhancing fat metabolism and lipid transport from the liver while simultaneously lowering activity of upstream regulator genes that would inhibit inflammation. Each of the predictions of activation or inhibition of genes that were calculated from expression of downstream molecules and literature citations of similar or dissimilar relationships should be considered as hypotheses to be tested in future studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158553).

## Ethics Statement

The animal study was reviewed and approved by IACUC at the University of Arkansas for Medical Sciences (protocol no. 3242 approved 12-6-11).

## Author Contributions

RH: responsible for experimental design, diets, and animals. BK: bioinformatics. MK and DA: targeted mRNA analysis. MK, BK, KL, WB, and RH: data analysis and interpretation. All authors approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

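RNA was sequenced from the livers of male obese Zucker rats fed casein (CAS) or soy protein isolate (SPI) for 16 weeks, with 1 library per rat and 8 rats per diet. The deposited table gives 9645 genes by symbol, without coordinates, and no genome was used here. Of these symbols, 8010 equal a symbol of the reference table and 8397 (87.1%) equal a symbol or an older name in it.

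The signal values, 16 columns, are read counts per gene that the authors divided by 1 size factor per library, in the form DESeq2 gives. Whole reads were recovered from them by dividing each library by its step, with 100% of values whole within a tolerance of 0.05. The column of mean signal was made by the authors over the 16 libraries. The log2 values of the table are the authors' fold changes of SPI over CAS and their standard errors from DESeq2, smaller in size than the ratios of the group means, as shrunken estimates are. The score column holds the authors' Wald statistic, the log2 fold change over its standard error. The p-value columns are the authors' Wald test and adjusted p from DESeq2. The submitters' processing notes name the genome build Rnor_6.0, DESeq2 and FastQC without versions, while the paper's methods name CLC Genomics Workbench 8, assembly version 4, RPM, log2 and quantile normalization.

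The replicate numbers were treated as pairs in 1 alternative, because the library codes in the labels give each number 1 lane shared by a CAS and an SPI library. Numbers 2 and 7 both carry the code of lane 7, so the 8 numbers are not 8 different lane codes. After the diet means were removed, libraries of the same number had correlations of -0.0950 to 0.0682 (mean -0.0380), and 0 of 8 had its highest correlation with its own number. Within a diet, the lowest chi-square per gene between libraries was 33.2 (CAS) and 25.4 (SPI), so none is a resequenced copy of another.

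The test was limma's (trend and robust), two-sided, on log2(value + 1), then quantile-normalized, over the 8004 genes with a value of at least 10 in at least 8 of 16 libraries, with the Benjamini-Hochberg adjustment. Genes were counted at an adjusted p under 0.05 and at the paper's thresholds, an unadjusted p under 0.05 and a fold above 1.3. Tested on simulated data with the spread of these libraries, the same steps made 141 calls, of which 6 were wrong. Depth of 14901365 to 21632979 reads per library limits the precision of genes near the filter.

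Gene lists of metabolic pathways, inflammation, targets of regulators and cell type markers were written before the data were examined. Some hold genes that the paper reports as changed in these livers, and those are not fully independent of its results. Of all the lists, 42 that the study did not choose and that kept at least 3 genes were tested with limma's fry test, adjusted over the 42. It asks whether the genes of a list move on balance one way and compares the list with no other genes. Camera, which compares a list with the other genes, was run with the preset correlation of 0.01 and with the correlation estimated from each list. Lists chosen by the study were counted only. The genes named in the text were chosen by a rule: each gene the paper names, the 12 with the largest positive and the 12 with the largest negative log2 fold change at an adjusted p under 0.05 with a mean of at least 50, and up to 4 members with the smallest p of each list described. The values in the paper's tables were seen before this rule was written.

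The RNAseq folds of the Table 2 genes were set against the paper's RT-PCR folds with permutation tests of 100000 resamples, or exact ones within 6 genes. The alternatives were the values as deposited, upper-quartile scaling, pseudocounts of 0.5 and 8, no filter, a filter at 50, edgeR's quasi-likelihood test with TMM and DESeq2 on whole reads (which change the test, the scaling and the input together), the replicate number as a block, a weight per library, leaving out the libraries numbered 2 and 8, whose lane codes are out of sequence with the sheet numbers in their labels, and leaving out each library in turn. All were set before the data were examined except DESeq2 with shrunken folds, which was chosen after seeing the data.

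R 4.3.3, limma 3.58.1, edgeR 4.0.16, statmod 1.5.0 and DESeq2 1.42.0 were used. The pathway and network scores of the paper were not repeated, since they come from a curated database not used here, and the RT-PCR, histology and serum measurements were not analysed here. The results of some single genes are not reported here, though the counts and lists include them.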

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

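The lists named here were written before the data were examined, and no test in this part was chosen only after the result was seen. Some of them hold genes that the paper reports as changed in these same livers, Sult2a1, Amdhd1 and Slco1a1 among them. Those lists are thus not fully independent of the paper's results. An adjusted p given with an estimated correlation is from camera, which compares a list with the other genes.

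Gene lists that the paper does not discuss gave a signal. Of 14 sulfotransferases and glucuronosyltransferases, enzymes that make steroids, bile acids and drugs soluble, 3 were higher in SPI-fed rats, none was lower and 11 did not pass the test, with the same 3 when adjusted over the list alone (median log2 fold change 0.16, adjusted p = 0.00415 from fry, 0.339 with an estimated correlation, 0.0493 with the replicate number as a block). Besides Sult2a1 they were Ugt2a3, with a log2 fold change of 0.73 (standard error 0.12, adjusted p = 0.000915 from limma), and Ugt2b1 at 0.53 (standard error 0.11, adjusted p = 0.00644 from limma). These families hold similar genes whose reads are hard to assign. Of 7 genes that are male-biased in rat liver, 1, Slco1a1, was higher and 6 did not pass, and 2 were higher when adjusted over the list alone (median log2 fold change 0.63, adjusted p = 0.0187 from fry, 0.361 with an estimated correlation, 0.0823 with the replicate number as a block).

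Of 14 genes of the unfolded protein response 1 was higher, Sdf2l1 at 0.83 (standard error 0.14, adjusted p = 0.00140 from limma), and 13 did not pass, with 2 higher when adjusted over the list alone (median log2 fold change 0.18, adjusted p = 0.0187 from fry, 0.361 with an estimated correlation, 0.0386 with the replicate number as a block). Of 5 genes of histidine catabolism 2 were higher, Hal, the first enzyme of this pathway, at 1.29 (standard error 0.25, adjusted p = 0.00724 from limma), and Amdhd1, which the paper chose for RT-PCR, and 3 did not pass (median log2 fold change 0.31, adjusted p = 0.0268 from fry, 0.361 with an estimated correlation, 0.0823 with the replicate number as a block). Of 6 genes of MHC class II presentation 3 were lower and 3 did not pass (median log2 fold change -1.01, adjusted p = 0.0283 from fry, 0.361 with an estimated correlation, 0.0602 with the replicate number as a block). The adjusted p without the libraries numbered 2 and 8 was 0.0918 for Hal, 0.0617 for Amdhd1 and 0.0741 for Slco1a1.

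Of 10 hepatocyte markers 1 was higher, Hpd at 0.57 (standard error 0.15, adjusted p = 0.0406 from limma), 7 did not pass, and Alb and Tf, which quantile normalization gives the same value in each library, cannot show a change (over all 10, median log2 fold change 0.06, adjusted p = 0.0302 from fry, 0.546 with an estimated correlation, 0.0823 with the replicate number as a block, and on the deposited scale median 0.21, adjusted p = 0.00145 from fry). When single libraries were left out, the adjusted p of Hpd was 0.0156 to 0.0885 (above 0.05 with any library left out except CAS 4, CAS 6, CAS 7, SPI 5 or SPI 7), and that of the list from fry was 0.0167 to 0.0663 (above 0.05 without CAS 1, CAS 2, CAS 8, SPI 1, SPI 3 or SPI 6). Of 18 markers of stellate cells and extracellular matrix 1 was lower, the matrix metalloproteinase Mmp2 at -1.27 (standard error 0.25, adjusted p = 0.00440 from limma), with every SPI-fed rat below every CAS-fed rat, and 17 did not pass (median log2 fold change -0.43, adjusted p = 0.0302 from fry, 0.361 with an estimated correlation, 0.144 with the replicate number as a block). Over single libraries left out, the adjusted p of this list was 0.00805 to 0.0650 (above 0.05 without CAS 2, CAS 8, SPI 3, SPI 4 or SPI 5). No list passed camera with an estimated correlation, and none passed fry without the libraries numbered 2 and 8. Without these libraries Hpd had an adjusted p of 0.221 from limma, and with the replicate number as a block 0.155.

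Among 298 groups of 8 values, 16 held a liver far from the others, where chance gives 14.9, about as many. The values below are the gap of the farthest liver to its neighbour as a fraction of the range of its group. The widest was Lpl, lowest in SPI 5, at 0.806, with a normalized count of 6.92 against a median of 32.1. Next came Slc27a5, lowest in SPI 4, at 0.720 (6530 against a median of 17402), and in the CAS-fed rats lowest in CAS 5, at 0.564. In CAS-fed rats Scd2 was lowest in CAS 7, at 0.673, and Cyp2c7 in CAS 3, at 0.670. In SPI-fed rats SPI 3 was lowest in Prss8, at 0.659, and in Gnai1, at 0.560, and highest in Lbp, at 0.629. SPI 8 was highest in Prss32, at 0.532, and Ugt2b1, at 0.545, and lowest in Pik3cd, at 0.615, and Btg2, at 0.553. The others were Lgals3, highest in SPI 6, at 0.640, Acaa1b, highest in SPI 5, at 0.576, Osbpl9, lowest in SPI 1, at 0.551, and Pon1, lowest in SPI 2, at 0.536.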

How the results depend on the processing

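Only DESeq2 with shrunken folds was chosen after seeing the data, and the other alternatives were set before.

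Of the 390 genes called, Atp5b, at -0.22, had the opposite sign on the deposited scale (0.06), with upper-quartile scaling, with edgeR and with DESeq2 (with shrunken folds too) and was not called there, and no other called gene changed sign under the alternatives in which it was tested. No called list turned in fry under any alternative in which lists were tested, while some genes that were not called, such as Aldh1l1, Fdps and Hadh, changed sign under some. The counts at the paper's thresholds, 478 higher and 540 lower, stayed within 1.5 times under all of them, and so did the number of the paper's genes that pass them, 30 of 37. The counts at an adjusted p under 0.05, 158 higher and 232 lower, moved by more than that under some. Genes called higher numbered 256 with upper-quartile scaling, 310 with DESeq2 (364 lower), 308 with DESeq2 with shrunken folds (364 lower), 97 with the replicate number as a block (149 lower) and 47 without the libraries numbered 2 and 8 (69 lower). Of the calls, 345 were shared with the values as deposited, 346 with upper-quartile scaling and 229 with the block. With the block or without these libraries fewer degrees of freedom remain, and for the other settings the cause was not tested.

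With single libraries left out, the genes called higher ranged from 99 (without CAS 5) to 203 (without CAS 4), with 100 without CAS 2, 100 without CAS 3 and 102 without SPI 6. The genes called lower ranged from 132 (without CAS 2) to 288 (without CAS 4), with 150 without CAS 1, 139 without CAS 3, 147 without CAS 5 and 152 without SPI 3. The lists called, 11 of 42, ranged from 7 (without CAS 2 or without CAS 8) to 14 (without CAS 7).

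Lists called numbered 4 with the replicate number as a block, 0 without the libraries numbered 2 and 8 (9 at an unadjusted p under 0.05 from fry), 7 for camera with the preset correlation, 0 for camera with an estimated correlation (4 at an unadjusted p under 0.05) and 20 for fry's mixed p, which counts changes in either direction. The correlation with the RT-PCR folds stayed between 0.885 (without CAS 4) and 0.928 (without SPI 3) with single libraries left out, was 0.832 with shrunken folds, and within the 6 lower genes it was 0.795 (exact permutation p = 0.0847), where 6 genes are few.

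Of the 146 named genes, 114 kept their side of the threshold with DESeq2 and 32 came past it, 129 kept it on the deposited scale (15 came past it, 2 fell short) and 128 with the replicate number as a block (15 fell short, 3 came past it). With the filter at 50, 126 of the 146 genes and 40 of the 42 lists remained to compare. Pseudocounts of 0.5 and 8 changed 0 and 2 of the 146. Without the libraries numbered 2 and 8, 34 fell short. With library weights 10 fell short and 1 came past it, and with edgeR 7 and 22. As 34.3% of simulated 1.5-fold changes were called, a gene that did not pass is not shown to be unchanged.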

Differences from the paper's values

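No test was chosen only after the result was seen apart from DESeq2 with shrunken folds. Of 38 RNAseq folds that the paper prints, 19 differed from the value here by more than its standard error, each with the same sign. Folds are SPI over CAS, negative for a fall, unless stated.

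For Table 2, none of the alternatives set before the data were examined came within the error for Nptx2, at 7.36 against the paper's 3.80, Prss32, at 3.11 against the paper's 2.28, Sult2a1, at 11.5 against the paper's 2.07, Prss8, at -23.9 against the paper's -3.09, and Sdr16c6, at -3.63 against the paper's -2.55. Amdhd1 was at 2.73 against the paper's 2.04, with no difference without CAS 2 or without SPI 3 and a difference under the others. Gnai1 was at -4.52 against the paper's -3.24, with no difference only with a pseudocount of 8. Hivep2 was at -3.35 against the paper's -2.46, with none with a pseudocount of 8, without the libraries numbered 2 and 8 or without SPI 8, and a difference under the others.

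Cidea was at -3.31 against the paper's -2.65 and Magee1 at -3.29 against the paper's -2.60. Both did not differ with a pseudocount of 8, with library weights, without the libraries numbered 2 and 8 and without CAS 1, CAS 2, CAS 3, CAS 5 or SPI 2, Cidea also not without CAS 8, SPI 4 or SPI 7 and Magee1 also not without SPI 5, and both differed under the others. Resp18 was at 2.54 against the paper's 2.22. It did not differ as deposited, with upper-quartile scaling, a pseudocount of 8, edgeR, DESeq2, the replicate block, library weights, without the libraries numbered 2 and 8 or without CAS 1, CAS 3, CAS 5, CAS 8, SPI 2, SPI 3, SPI 5, SPI 7 or SPI 8, and differed under the others.

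In Fig. 4A, Apoa4 was at 1.19 against the paper's 1.37, Apom at 1.26 against the paper's 1.38, Pon1 at 1.14 against the paper's 1.35 and Apoc2 at 1.21 against the paper's 1.36, and in Fig. 5, Apoh was at 1.09 against the paper's 1.32 and Akr1c14 at 1.27 against the paper's 1.45. These 6 did not differ on the deposited scale, with upper-quartile scaling, with edgeR or with DESeq2, Apoc2 also not without CAS 4 or SPI 7, and differed under the others. Il33 (Fig. 4A) was at 2.92 against the paper's 2.32, with no difference with a pseudocount of 8, without the libraries numbered 2 and 8 or without CAS 3 and a difference under the others. Lcn2 (Fig. 6), as CAS over SPI, was at 5.03 against the paper's 2.10, with none only without the libraries numbered 2 and 8.

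With DESeq2 and shrunken folds, chosen after seeing the values, 0 of the 38 differed and 0 of the 37 genes the paper names as changed were dropped. In the authors' deposited table 37 of the 38 paper's folds were found within 0.02. DESeq2 with shrunken folds returned the deposited log2 fold changes within 0.01 for 99.5% of 9543 genes. Nearly all of the paper's folds are thus those of the deposited DESeq2 fit, made without quantile normalization. The paper's RT-PCR and RNAseq columns gave an r2 of 0.692 here, equal to the value of the paper to 2 digits.

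The paper names 37 genes as changed. Of these, 30 passed its thresholds here and 7 did not, all with the direction the paper gives. Apoa4, Apoc2, Apom, Pon1, Apoh and Akr1c14 passed on the deposited scale, with upper-quartile scaling, with edgeR and with DESeq2, the last gene also without the libraries numbered 2 and 8, without CAS 6 and without CAS 8. Msn, at a log2 fold change of -0.40 (unadjusted p = 0.147 from limma), passed with DESeq2 and without CAS 7. All 7 also passed with shrunken folds.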

Other observations

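The tests of a mislabelled liver, of a mix of RNA, of library depth, of scaling by total reads and of the share of hepatocytes were chosen only after the result was seen. The tests of thinning, of pairs of numbers left out and of other splits were set before.

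Other ways of dividing the 16 livers into groups of 8 seldom gave results as large. Of 100 splits, the real one included, 1 gave as many genes higher at an adjusted p under 0.05 as the real 158 (highest other 138) and 1 as many lower as the real 232 (highest other 138). At the paper's thresholds 2 gave as many higher as the real 478 (highest other 500) and 1 as many lower as the real 540 (highest other 500). For lists 1 gave as many as the real 11 (highest other 9). For each of these counts at most 2 of the 100 splits were as large, which makes chance unlikely but does not exclude it. The 49 splits that part all 8 pairs of numbers, as the real one does, reached at most 73 at an adjusted p, 469 at the paper's thresholds and 9 lists.

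CAS 4, CAS 6 and CAS 7 lay between the diets, at 2.73, 1.18 and 1.19 on the first principal component. CAS 3 and CAS 7, with 17602859 and 17602306 reads, lay 42.5 apart on this component, where the SPI libraries span 16.3, which argues against library depth as the cause. A mix of average CAS and SPI livers needs the same share of SPI RNA in genes of either direction. The share estimated from genes lower in SPI-fed rats exceeded that from genes higher by 34.4 percentage points in CAS 4, 26.5 in CAS 6 and 21.3 in CAS 7 (95% bootstrap interval over genes 11.8 to 29.0). The 5 other CAS libraries ranged from -18.3 to 17.0 (95% prediction interval -45.5 to 37.7), so a mix of RNA cannot be told apart from differences between rats. In the genes called without each library, the value lay beyond the range of SPI on the side of CAS in 42.0% (CAS 4), 42.4% (CAS 6) and 41.7% (CAS 7, exact 95% interval 37.2 to 46.3). Of the SPI libraries, SPI 7 had 39.7% (34.7 to 44.9) and the 7 others 11.2% to 24.2%. As the interval of SPI 7, and of no other SPI library, overlaps those of CAS 4, CAS 6 and CAS 7, an SPI liver with a wrong label cannot be told apart from a CAS liver near SPI for these libraries. No SPI library lay among the other CAS libraries on this component, the lowest being SPI 7 at 10.4. As CAS 4, CAS 6 and CAS 7 lay away from the other CAS libraries too, this position cannot exclude a swap with SPI 7. Biological differences between rats on the same diet were not tested and stay open.

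On the deposited scale the 100 most abundant genes were higher in SPI-fed rats, with a median log2 fold change of 0.18. With each library thinned to 14901365 reads it was 0.18. Thinning keeps the share of each abundant gene in its library, so it could hardly move this median and does not decide on depth. With TMM it was 0.18 and with upper-quartile scaling 0.20, which like the size factors rest on the bulk of the genes. Scaling by total reads, of which these genes hold 71.1% to 75.5% per library, holds their sum nearly equal and gave 0.0289. Neither kind decides, so a rise of these genes cannot be told apart from the choice of scaling. A larger share of hepatocytes would lower the markers of other cells alike, but the endothelial list lay above the stellate list by 0.61 (95% bootstrap interval over genes 0.148 to 0.944), with medians of 0.13 over 9 genes and -0.48 over 18. Over rats this difference was 0.50 (95% interval 0.0749 to 0.935, holding 0 without CAS 3 (-0.00534 to 0.988), CAS 4 (-0.00941 to 0.981) or CAS 5 (-0.000823 to 0.994)). These 2 lists thus did not move alike, with a margin that depends on these libraries. The 95% bootstrap intervals over genes held 0 for the endothelial (-0.272 to 0.357), macrophage (-0.436 to 0.128) and T and NK cell (-0.660 to 0.315) medians. They leave room for a fall in each, so a larger share of hepatocytes is not excluded. The hepatocyte list itself had a median of 0.21 over 10 genes on this scale, and it holds Apoh, which the study picked from these livers. Quantile normalization removes this rise by construction (median -0.02). No biological explanation was tested.

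Leaving out the libraries numbered 2 and 8 left 116 calls. Of 27 other pairs of numbers left out, 9 left as few (64 to 579, median 186, with 0 to 14 lists), so fewer libraries alone may give so few calls, and whether these libraries came from another sequencing run was not tested.

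Some values belong to no claim of the paper. Of 12 immediate early genes 2 were lower in SPI-fed rats, Btg2 at -1.10 (standard error 0.26, adjusted p = 0.0164 from limma) and Jun at -0.75 (standard error 0.21, adjusted p = 0.0451 from limma), and 10 did not pass (median -0.32, adjusted p = 0.216 from fry). The adjusted p of Jun with single libraries left out was 0.0137 to 0.0935 (above 0.05 with any library left out except CAS 4, CAS 6, CAS 7, SPI 1 or SPI 6), and without the libraries numbered 2 and 8 it was 0.276 for Jun and 0.0741 for Btg2. Jun had an adjusted p of 0.115 with the replicate number as a block. Of 6 female-biased genes of rat liver, Sult2a1 was higher and Cyp2c12 lower, and 4 did not pass (median -0.05, mean 0.25, adjusted p = 0.995 from fry). Organic anion and bile acid transporters had an adjusted p of 0.0627 from fry, and 0.00370 on the deposited scale. Amino acid catabolism and retinoid metabolism, with 0.229 and 0.581, had 0.0339 and 0.0346 on that scale.

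In the authors' deposited table 644 genes had an adjusted p under 0.05 (290 higher) and 1085 passed the paper's thresholds (424 higher), with the adjusted p not given for 849. Of these, 366 and 828 were also called here in the same direction. At the paper's thresholds 1018 genes were called here. This count and the 1085 of the deposited table are both below the number of transcripts that the paper states for these thresholds.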
